# Voluntary Wheel Running Reverses Age-Induced Changes in Hippocampal Gene Expression

**DOI:** 10.1371/journal.pone.0022654

**Published:** 2011-08-08

**Authors:** Rachel A. Kohman, Sandra L. Rodriguez-Zas, Bruce R. Southey, Keith W. Kelley, Robert Dantzer, Justin S. Rhodes

## Abstract

Normal aging alters expression of numerous genes within the brain. Some of these transcription changes likely contribute to age-associated cognitive decline, reduced neural plasticity, and the higher incidence of neuropathology. Identifying factors that modulate brain aging is crucial for improving quality of life. One promising intervention to counteract negative effects of aging is aerobic exercise. Aged subjects that exercise show enhanced cognitive performance and increased hippocampal neurogenesis and synaptic plasticity. Currently, the mechanisms behind the anti-aging effects of exercise are not understood. The present study conducted a microarray on whole hippocampal samples from adult (3.5-month-old) and aged (18-month-old) male BALB/c mice that were individually housed with or without running wheels for 8 weeks. Results showed that aging altered genes related to chromatin remodeling, cell growth, immune activity, and synapse organization compared to adult mice. Exercise was found to modulate many of the genes altered by aging, but in the opposite direction. For example, wheel running increased expression of genes related to cell growth and attenuated expression of genes involved in immune function and chromatin remodeling. Collectively, findings show that even late-onset exercise may attenuate age-related changes in gene expression and identifies possible pathways through which exercise may exert its beneficial effects.

## Introduction

Normal aging is associated with a decline in cognitive function, reduced neural plasticity, and is a primary risk factor for many neurodegenerative diseases including Alzheimer’s disease [1]–[5]. As the number of individuals surviving into old age continues to increase, the need to identify the mediating factors of brain aging and potential treatments to slow or prevent its onset is crucial for ensuring healthy aging and reducing health care costs.

One area of the brain that is particularly vulnerable to age-related alterations is the hippocampus. Aging is associated with a decrease in hippocampal volume as well as functional deficits [1], [2], [6]–[8]. For example, aged animals consistently show impaired performance on hippocampus-dependent cognitive tasks including the water maze, contextual fear conditioning, and the radial arm maze [8]–[10]. Corresponding age-related impairments have been reported in several neurobiological correlates of learning and memory. For instance, aged mice show a reduction in both the production and survival of new neurons in the hippocampus [2], [5], [11]. Further, aged animals show an impaired ability to sustain long-term potentiation as well as reduced density of dendritic spines [3], [12]. Analysis of hippocampal gene expression indicates that these age-related functional deficits may result from increased expression of genes related to oxidative stress and inflammation and decreased expression of genes involved in mitochondrial function and neural plasticity [13], [14]. Clearly, the hippocampus undergoes substantial age-related changes and is a candidate brain region to investigate mechanisms of brain aging.

Though aging is inevitable, the age-related decline in neural function is not. Lifestyle interventions, such as environmental enrichment, aerobic exercise, and caloric restriction, are reported to have preventative and possibly restorative effects in aged individuals [2], [4], [6], [15], [16]. Exercise is one potent intervention well known to enhance performance on a number of cognitive tasks in both humans and animals, including those that involve the hippocampus [2], [6], [17]–[19]. For example, van Praag et al. [2] reported that wheel running enhanced spatial learning in aged mice compared to sedentary mice. In addition to its cognitive benefits, exercise improves cardiovascular health and reduces the risk of several age-related pathologies, such as metabolic syndrome, diabetes, Alzheimer’s and Parkinson’s disease [20]–[22]. The cognitive and health benefits of exercise are associated with several physiological and anatomical changes, many of which take place in the hippocampus, such as increased production of growth factors, increased efficiency of the cerebral vascular system, enhanced hippocampal neurogenesis, and regulation of the immune and endocrine systems [23]–[27]. While these changes likely contribute, the precise mechanisms behind the anti-aging effects of exercise are not completely understood.

One approach to identify pathways that are altered by exercise in aged subjects is to assess changes in gene expression using microarray technology. A study by Stranahan et al. [28] evaluated hippocampal gene expression of aged mice that had lifelong access to running wheels compared to aged mice housed under sedentary conditions. They report that wheel running reduced expression of genes related to oxidative stress and apoptosis and increased expression of genes related to protein trafficking, glutamatergic neurotransmission, and the stress response. These data reveal that engaging in lifelong exercise may be protective in some respects. However, the ability of shorter periods of exercise, beginning late in life, to modulate global transcription has yet to be determined.

The present study evaluated age-related changes in hippocampal gene expression and assessed whether aerobic exercise differentially modulates gene expression in adult and aged mice. While prior reports have evaluated the impact of exercise on hippocampal gene expression in aged *or* adult subjects [28]–[30], the current study is unique in that it compares the effects of late onset exercise in both adult and aged mice. This approach is advantageous in that it allowed for identification of genes/networks of genes that are differentially regulated in adult and aged subjects in response to exercise as well as revealed age-induced changes in the hippocampus that are reversed by wheel running. Ultimately, these data have the potential to facilitate development of efficacious treatments that will help reduce the growing problem of age-related cognitive decline and neuropathologies.

## Methods

### 2.1. Experimental subjects

Subjects were 12 adult (3.5-month-old) and 8 aged (18-month-old) male BALB/c mice from an in-house aging colony. Mice were given *ad libitum* access to food and water and housed under a 12 hr light/dark cycle in the AAALAC approved Edward R. Madigan Laboratory Animal Facility. Prior to the start of the experiment mice were group housed (2–3 mice per cage), but during the experiment all mice were individually housed. Animals were treated in compliance with the *Guide for the Care and Use of Laboratory Animals* and the experiment was conducted in accordance with a protocol approved by the Institutional Animal Care and Use Committee (IACUC) at the University of Illinois at Urbana-Champaign (protocol number 09167 and Animal Welfare Assurance Number A3118-01).

### 2.2. Experimental design

Mice were divided by age into either the exercise (access to a running wheel) or sedentary condition, for a total of four treatment groups (adult exercise n = 6, adult sedentary = 6, aged exercise n = 4, aged sedentary n = 4). Mice in the sedentary condition were individually housed in standard polypropylene shoebox cages (29 cm L×19 cm W×13 cm H). Mice in the exercise condition were individually housed in cages (36 cm L×20 cm W×14 cm H) with a 23 cm diameter running wheel (Respironics, Bend, OR). Throughout the 8 weeks wheel rotations were continuously collected in 1 min intervals via magnetic switches interfaced to a computer using the VitalView software (Respironics, Bend, OR). Sedentary mice were deliberately not housed in cages with locked wheels since mice climb in locked wheels [31]–[33] and we wanted to limit physical activity in the sedentary group. Animals were weighted weekly, throughout the experiment.

### 2.3. Tissue collection and RNA isolation

Animals were sacrificed by rapid decapitation without anesthesia in the early afternoon 8 weeks after individually housing with or without a running wheel. The whole hippocampus was dissected on a chilled glass dish and immediately placed into RNAlater solution (Qiagen, Valencia, CA) and stored at −20°C until RNA isolation. Hippocampal samples were homogenized and RNA purified (RNeasy Mini kit, Qiagen, Valencia, CA), then quantified and assessed for purity using a NanoDrop ND-1000 Spectrophotometer (NanoDrop Technologies, Wilmington, DE) and an Agilent 2100 bioanalyzer (Agilent Technologies, Santa Clara CA).

### 2.4. Illumina microarray

For Illumina microarray analysis, samples were prepared and analyzed by the W. M. Keck Center for Comparative and Functional Genomics in the Roy J. Carver Biotechnology Center at the University of Illinois at Urbana-Champaign. RNA quality was determined using the Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA). 300 ng of high quality total RNA were primed with an oligo(dT) primer bearing a T7 promoter, and reverse transcribed in the first-strand cDNA synthesis using the Illumina TotalPrep RNA Amplification Kit (Ambion, Inc., Austin, TX). Single stranded cDNA was then converted into double stranded cDNA according to the manufacturer’s instructions. The double-stranded cDNA was purified and served as a template in the 14-hour *in vitro* transcription (IVT) reaction. Prior to hybrifdization, the synthesized biotin labeled cRNA was cleaned up using the same Amplification Kit. After the quality control assessment, 1.5 µg of cRNA from each experimental sample along with hybridization controls were hybridized for 16 hours to the MouseWG-6 v2 Expression BeadChips (Illumina, Inc., San Diego, CA) in the 58°C Illumina Hybridization Oven. Washing, staining with streptavidin-Cy3 (GE Healthcare Bio-Sciences, Piscataway, NJ), and scanning was performed according to the Illumina Whole-Genome Gene Expression Direct Hybridization Assay Guide (revision A). Four BeadChips were used in this study, each containing six arrays. The arrays were scanned using an Illumina BeadArray Reader. Each array image was visually screened to discount for signal artifacts, scratches or debris. The images were analyzed using the GeneExpression Analysis Module (version 1.6.0) of the Illumina GenomeStudio software.

### 2.5. qRT-PCR

To confirm microarray results, five genes (see Table 1) that showed significant changes in expression from exercise and/or age were selected from the microarray results. The amount of specific mRNA transcript present in each hippocampal sample was determined by two-step quantitative real-time reverse-transcription polymerase chain reaction (qRT-PCR). Each sample was run in triplicate for each gene. The amount of mRNA present was determined by utilizing TaqMan™ probe and primer chemistry (Applied Biosystems, Foster City, CA) specifically designed to bind to reverse-transcribed cDNA of the genes of interest using an Applied Biosystems 7900HT PCR instrument (Applied Biosystems, Foster City, CA). Florescence data (ΔRn) was exported from the Applied Biosystems SDS software and analyzed by DART (Data Analysis for RT-PCR) [34]. Gene expression data were normalized by dividing the Ro values of the target genes by the Ro values of the endogenous control gene 18S.

**Table 1:** Genes selected for RT-PCR.

*Gene name*	*Assay ID*
Brain derived neurotrophic factor	Mm01334047_m1
Beta-2 microglobulin	Mm00437762_m1
Glutathione peroxidase 8 (putative)	Mm01297261_m1
Complement component 4B	Mm00437893_g1
Histocompatibility 2, D region locus 1	Mm04208019_gH
18S (endogenous control)	Hs99999901_s1

### 2.6. Statistical analysis

RT-PCR gene expression data were analyzed by two-way analysis of variance (ANOVA) with Age and Exercise condition as the between-subjects variables. Body weight and distance ran was analyzed by repeated measures ANOVA with Age and Exercise condition as the between-subjects variables and Day as the within-subjects (i.e., repeated-measure) variable. An alpha level of *p*<0.05 was considered statistically significant.

### 2.7. Microarray data analysis

Probe-level bead summary data were provided by the Illumina Bead Studio toolkit. The intensities were normalized using the Bioconductor lumi R package [35]. Transformation included background correction, variance stabilizing transformation and quantile normalization method [36]. The normalized values were analyzed using the Bioconductor R/manova package and the PROC MIXED procedure in SAS/STAT Version 9.2 (SAS Institute Inc., Cary, NC, USA). The mixed effects model used to describe the normalized expression measurements included the main fixed effects of age and exercise, the interaction between age and exercise and the random effect of Bead array. A False Discovery Rate multiple-test adjustment was implemented on the P-values resulting from the analysis [37], only genes significant at p<0.005 were included in the analysis.

The raw and normalized microarray data were deposited into the Gene Expression Omnibus (GEO) public database in compliance with Minimum Information About a Microarray Experiment (MIAME) guidelines (Accession number is GSE29075).

### 2.8. Functional class analysis by gene ontology

To identify functionally related categories of genes, significant genes from the main effects of Age and Exercise were individually imported into DAVID Bioinformatics database [38], [39] and clustered into biological process gene ontology (GO) terms. Enriched functional categories were calculated by a Fisher Exact test. Only categories that consisted of 3 or more genes and had an FDR of less than 5% were included in the final list of overrepresented GO categories.

## Results

### 3.1. Body weight

As expected, aged mice weighted more than adult mice (F(1,16) = 107.7;p<0.0001, see Figure 1). There was also a significant main effect of Exercise condition (F(1,16) = 6.46;p<0.05; see Figure 1), as mice with access to running wheels weighed less than sedentary mice.

**Figure 1:**
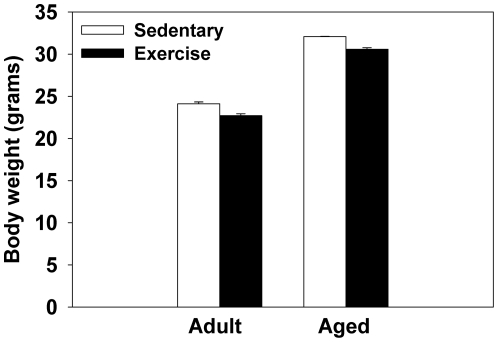
Average body weight (grams) of adult and aged mice. Means ± standard error of the mean (SEM).

### 3.2. Wheel running data

There was a significant main effect of Day for distance (km) run per day (F(55,220) = 5.93;p<0.0001). Inspection of Figure 2 shows that distance run tended to increase daily across both age groups the first month and then decline daily the second month. Overall aged mice ran significantly less than adult mice as show by a significant main effect of Age (F(1,4) = 12.7;p<0.05; see Figure 2). Aged mice ran an average of 4.75 km/day and adult mice ran an average of 7.20 km/day.

**Figure 2:**
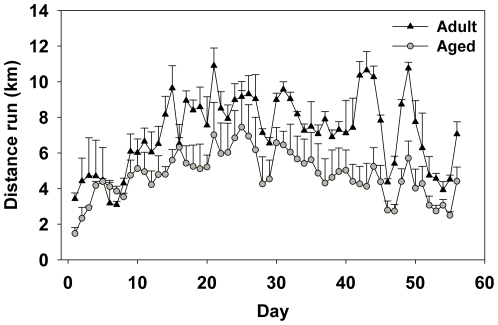
Average distance (km) ran per day by aged and adult mice over eight weeks of running wheel access. Means ± SEM.

### 3.3. Microarray results

#### 3.3.1. Age-related changes in hippocampal gene expression

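The expression values come from whole hippocampus of 20 male BALB/c mice, an inbred albino strain, in 4 groups: 6 adult mice with running wheels, 6 adult sedentary mice, 4 aged mice with running wheels and 4 aged sedentary mice. Adult mice were 3.5 months and aged mice 18 months old, and wheels were available for 8 weeks. RNA of each mouse was labelled and hybridized to 1 array of the Illumina MouseWG-6 v2 platform, on which each transcript is read by probes attached to beads, and RNA of 4 mice, 1 per group, was hybridized to a second array, giving 24 arrays. The authors exported a bead-summary intensity and a detection p-value for every probe on each array, and also normalized log2-scale values made in the lumi package with background correction, variance stabilization and quantile normalization. The values below start from the non-normalized intensities. Detection reached 18418 probes in the median adult runner (range 17773 to 19129), 18716 in the median adult sedentary mouse (17607 to 19380), 18915 in the median aged runner (18074 to 19068) and 18223 in the median aged sedentary mouse (17485 to 18964), counted per array at a detection p under 0.01. Intensities were background-corrected against the detection p-values, quantile-normalized and put on the log2 scale with limma (neqc, offset 16), both arrays of a mouse were averaged, and 19806 probes detected in at least 4 mice were kept.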

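Each probe was fitted with limma over all 20 mice, with 1 mean per group. The age effect is aged minus adult, averaged over running and sedentary mice (8 against 12 mice), the exercise effect is running minus sedentary, averaged over both ages (10 against 10), and the interaction is the difference between the exercise effects at the 2 ages. Changes are given as log2 differences ± standard error. A probe was called at the study's threshold, an unadjusted p under 0.005, and the Benjamini-Hochberg adjusted p over all probes stands beside it. The study's model also had a random Bead array effect. The array columns name no BeadChip, so no such term was used. Where a gene has several probes, the one with the highest mean intensity stands for it unless another is named. Mice counted as above or below a mean are each set against the mean of the compared group at the same age or housing. For 42 gene lists, 40 of them made here before the data were examined and 2 taken from the study's own ranking on these mice, the shift of the list against all other genes was tested with limma's camera (preset correlation 0.01), adjusted over the lists, and again with a correlation estimated from the data.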

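Aged mice differed from adult mice at 851 of the 19806 probes, 464 higher and 387 lower, in 608 named genes. At an adjusted p under 0.05 the count was 372 (228 higher and 144 lower), and 99.03 calls would come from chance alone. Among the larger increases were those of Plin4, a coat protein of lipid droplets (1.89 ± 0.28, adjusted p = 7.23e-04), Xdh, the enzyme that makes uric acid (1.42 ± 0.15, adjusted p = 1.49e-05), S100a8, a calcium-binding protein of neutrophils (1.14 ± 0.22, adjusted p = 0.00722), Acer2, a ceramidase (1.09 ± 0.10, adjusted p = 1.40e-06), Hif3a, a hypoxia-inducible transcription factor (1.09 ± 0.21, adjusted p = 0.00702), and the alarm cytokine Il33 (0.96 ± 0.12, adjusted p = 1.02e-04). Among the largest decreases were Mcm6, a subunit of the replicative DNA helicase (-0.78 ± 0.15, adjusted p = 0.00891), Prc1, which bundles microtubules in dividing cells (-0.76 ± 0.09, adjusted p = 1.02e-04), Gpr17, a receptor of maturing oligodendrocyte precursors (-0.77 ± 0.10, adjusted p = 1.79e-04), and Sncaip, which encodes synphilin (-0.64 ± 0.10, adjusted p = 0.00158). Other markers of oligodendrocyte precursors or differentiating oligodendrocytes fell beside Gpr17: Bmp4, a growth factor of the BMP family (-0.51 ± 0.13, adjusted p = 0.0456), and Tmem100, a membrane protein (-0.34 ± 0.06, adjusted p = 0.00603). The list of 14 such markers as a whole was not shifted (0 higher and 3 lower, 4 lower and 1 higher when adjusted over the list alone, camera adjusted p = 0.133). Its precursor markers Pdgfra (-0.06 ± 0.07) and Cspg4 (-0.04 ± 0.10) were not called. Leaving out any 1 mouse gave 617 to 951 calls.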

A total of 1,193 genes were differentially expressed in adult and aged mice (596 upregulated and 597 downregulated; see Table S2). 

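Mitotic cell cycle, glucocorticoid-induced, synapse organization and cholesterol synthesis genes were each followed as a list in aged against adult mice. Camera tests a list for a shift in 1 direction, while the study's enrichment counted significant genes without a stated split by direction. The lists are also not the study's gene ontology terms. Its hormone terms concern hormone stimuli in general and peptide hormones, and its lipid term concerns positive regulation of lipid metabolism. Of 29 mitotic cell cycle genes, 6 were lower and 0 higher (6 lower adjusted over the list alone), and the list was shifted lower (camera adjusted p = 0.0242, adjusted p = 0.0498 with an estimated correlation). Its median was only -0.03, and 12 of the 29 had positive log2 changes. Among 21 genes that glucocorticoid hormones induce, 9 rose and 0 fell (13 higher adjusted over the list alone), with a median log2 change of 0.28 (camera adjusted p = 2.20e-13). Its members Sult1a1, a sulfotransferase, and Sgk1, a kinase that acts on ion transport, rose by 0.51 ± 0.14 and 0.45 ± 0.11. Synapse organization genes showed no shift: 1 of 42 was called, none after adjustment over the list alone, and the median was -0.00118 (camera adjusted p = 0.949). That member was Arhgef7, an exchange factor for Rac (-0.17 ± 0.05, adjusted p = 0.0625). Cholesterol synthesis enzymes leaned lower, with 3 of 20 called, all lower and 3 also adjusted over the list alone: Nsdhl (-0.27 ± 0.05, adjusted p = 0.00891), Cyp51 (-0.20 ± 0.05, adjusted p = 0.0407) and Dhcr7 (-0.20 ± 0.06, adjusted p = 0.0847). Their list passed narrowly (camera adjusted p = 0.0495, adjusted p = 0.373 with an estimated correlation), and leaving out any of 12 mice ends that call (adjusted p then 0.0511 to 0.139). The mitotic list is no longer shifted without aged sedentary mouse 3 (adjusted p = 0.0504), with median scaling (0.103) or on probes detected in every mouse (0.819). The calls of Dhcr7 (any of 5 mice, log2 then -0.20 to -0.17) are lost when 1 of those mice is left out.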

GO analysis revealed that aged mice showed significant enrichment of categories related to chromatin remodeling, antigen presentation, cell cycle, response to hormones, organization of synapses, and lipid metabolism (EASE score p<0.002 and FDR<5%; see Table 2). The top five gene ontologies, starting with the most enriched, are “cellular macromolecular complex subunit organization, DNA packaging, antigen processing and presentation of peptide antigen, macromolecular complex subunit organization, and chromosome organization” indicating that aged mice show numerous alterations in chromatin organization as well as some changes in immune activity compared to adult mice.

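DNA-packaging genes and antigen-presentation genes were shifted in opposite directions in aged mice. Replication-dependent histones, the core of newly made nucleosomes, lay lower: 36 of 37 had a negative log2 change (median -0.16), 14 were called lower and 0 higher, and 16 were lower adjusted over the list alone (camera adjusted p = 2.40e-14, adjusted p = 0.134 with an estimated correlation). The RNA was copied from an oligo(dT) primer, which takes transcripts with a poly(A) tail. How far these probes read histone transcripts without such a tail was not tested. MHC class I and peptide-loading genes lay higher, with 9 called higher and 1 lower of 18 (median 0.41; 11 higher and 2 lower adjusted over the list alone; camera adjusted p = 4.32e-10, adjusted p = 0.0645 with an estimated correlation). The 10 histone variants, which are made outside S phase, had 0 calls in limma and none adjusted over the list alone (median -0.07; camera adjusted p = 0.0316, adjusted p = 0.141 with an estimated correlation, and the call ends without adult sedentary mouse 14, aged exercise mouse 19 or aged sedentary mouse 3 or 7, at adjusted p from 0.0524 to 0.0760). Beside these groups, 12 of 12 choroid plexus markers had negative log2 changes with age (median -0.42; 0 called; camera adjusted p = 0.032, adjusted p = 0.648 with an estimated correlation; the call ends on leaving out any of 8 mice, adjusted p then 0.0544 to 0.389), and 3 of 18 microglia markers were higher and 1 lower (4 and 1 adjusted over the list alone; camera adjusted p = 0.00128, adjusted p = 0.176 with an estimated correlation).

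**Figure D1:**
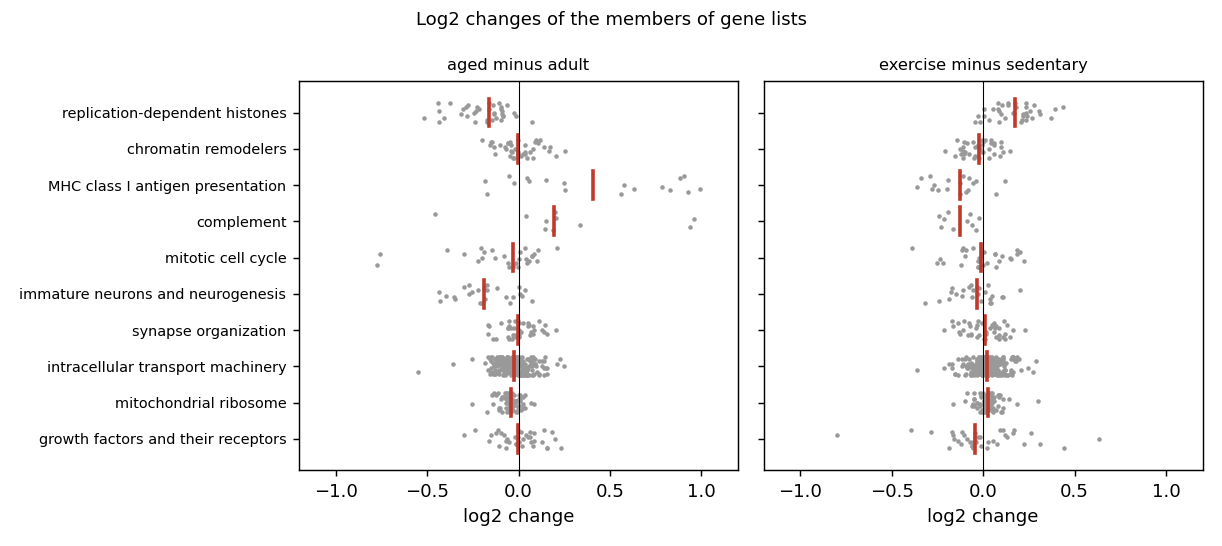
Log2 change of each measured member (grey points) of 10 gene lists, and the list's median (red bar), aged minus adult on the left and exercise minus sedentary on the right, with the log2 change on the x axis. With age the median is -0.16 for the replication-dependent histones and 0.41 for the MHC class I list, and with exercise 0.17 and -0.12.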

**Table 2:** Age-induced changes.

GO term	Gene count	P value	FDR
***Chromatin remodeling***			
GO:0051276∼chromosome organization	43	0.0001	0.25
GO:0006325∼chromatin organization	35	0.0003	0.52
GO:0006333∼chromatin assembly or disassembly	17	0.0003	0.59
GO:0006323∼DNA packaging	17	0.0001	0.20
GO:0031497∼chromatin assembly	14	0.0002	0.30
GO:0043933∼macromolecular complex subunit organization	40	0.0001	0.20
GO:0065003∼macromolecular complex assembly	35	0.0008	1.38
GO:0034621∼cellular macromolecular complex subunit organization	30	0.0001	0.18
GO:0034622∼cellular macromolecular complex assembly	26	0.0004	0.72
GO:0065004∼protein-DNA complex assembly	14	0.0002	0.35
GO:0034728∼nucleosome organization	14	0.0002	0.35
GO:0006334∼nucleosome assembly	13	0.0005	0.86
***Antigen presentation***			
GO:0019882∼antigen processing and presentation	13	0.0009	1.67
GO:0048002∼antigen processing & presentation of peptide antigen	10	0.0001	0.20
GO:0002474∼antigen processing & presentation via MHC I	7	0.0002	0.35
***Cell cycle***			
GO:0000278∼mitotic cell cycle	28	0.0011	2.00
GO:0022403∼cell cycle phase	36	0.0004	0.68
GO:0007049∼cell cycle	57	0.0004	0.72
GO:0022402∼cell cycle process	39	0.0015	2.67
***Hormone response***			
GO:0009725∼response to hormone stimulus	21	0.0009	1.50
GO:0009719∼response to endogenous stimulus	23	0.0006	1.11
GO:0043434∼response to peptide hormone stimulus	15	0.0008	1.33
***Synapse organization***			
GO:0050808∼synapse organization	10	0.0017	3.03
GO:0050803∼regulation of synapse structure and activity	6	0.0013	2.26
***Lipid metabolism***			
GO:0045834∼positive regulation of lipid metabolic process	7	0.0022	3.87

Enriched functional categories associated with aging. GO terms are ordered within subcategories by Fisher exact test p value (i.e., EASE score) with highest enriched term at the top of each list. False discovery rates (FDR) are expressed as percentage scores.

#### 3.3.2. Exercise-induced changes in hippocampal gene expression

Wheel running altered expression of 838 (526 upregulated and 312 downregulated; collapsed across age groups) genes (see Table S3). 

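With wheel running 331 probes were called, 206 higher and 125 lower, in 261 named genes (230 higher and 58 lower with median scaling of the arrays). After adjustment over all probes 4 were left, all higher in runners: Wfs1, an endoplasmic reticulum protein marking CA1 pyramidal neurons (0.59 ± 0.10, adjusted p = 0.0345), the secreted signal Wnt2 (0.69 ± 0.11, adjusted p = 0.0345), the chaperone Hsph1 (0.26 ± 0.04, adjusted p = 0.0415) and a probe without a gene symbol (ILMN_2528508, 1.08 ± 0.14, adjusted p = 0.00343). Avp, the vasopressin precursor, had the largest increase of a named gene at the study's threshold (0.91 ± 0.22, adjusted p = 0.147), and Klk8, a serine protease of the hippocampus, rose as well (0.54 ± 0.10, adjusted p = 0.0566). Called lower were Tmem114, a membrane protein (-0.61 ± 0.11, adjusted p = 0.0543), the phosphatase Dusp1, an immediate early gene (-0.56 ± 0.15, adjusted p = 0.191), and Nos1, the neuronal nitric oxide synthase (-0.49 ± 0.13, adjusted p = 0.191). CA1 neuron markers were higher, with 3 of 8 called and all 8 positive (3 adjusted over the list alone; median 0.24; camera adjusted p = 2.21e-05, adjusted p = 0.123 with an estimated correlation). Choroid plexus markers were lower in runners, 12 of 12 negative with a median of -0.89, although 0 of them passed the threshold in limma (camera adjusted p = 3.66e-05, adjusted p = 0.402 with an estimated correlation). Without aged exercise mouse 2 the count is 193, without aged exercise mouse 19 it is 209, and without adult sedentary mouse 8 it is 523. Weighting arrays by their quality gave 788.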

Functional analysis via DAVID and assignment to GO categories revealed that for both the adult and aged mice exercise influenced expression of genes that participate in chromatin remodeling, intracellular transport, growth, and protein autophosphorylation. 

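The response to running was also estimated at each age. Adult runners differed from adult sedentary mice at 221 probes (137 higher and 84 lower) and aged runners from aged sedentary mice at 85 (57 higher and 28 lower), neither with a probe left after adjustment in limma (1581 and 856 probes at an unadjusted p under 0.05). With median scaling the counts were 82 higher and 72 lower in adult and 80 and 7 in aged mice, and with array weights the totals were 708 and 176. The test of whether running acted differently at the 2 ages called 26 probes, where 99.03 are expected by chance, and 0 after adjustment (387 at an unadjusted p under 0.05). Intracellular transport genes were not shifted by running: of 230 members, among them Rab GTPases, coat proteins, sorting nexins and import receptors, 5 were higher and 1 lower, none adjusted over the list alone (median 0.02; camera adjusted p = 0.0933). Those called include Rab42 (0.27 ± 0.08), the mitochondrial assembly factor Timmdc1 (0.21 ± 0.06) and Stx6, a SNARE of the trans-Golgi network (0.17 ± 0.05), and lower Rab26, a GTPase of secretory and synaptic vesicles (-0.36 ± 0.10). With median scaling of the arrays the transport list does pass (adjusted p = 0.00433). Leaving out 1 mouse moved the adult count to 147 (without adult exercise mouse 5) or 143 (without adult sedentary mouse 6), the aged count to 30 (without aged exercise mouse 2), 50 (without aged exercise mouse 19) or 218 (without aged sedentary mouse 7), and the interaction to 16 or 17 (without adult exercise mouse 5 or 10, adult sedentary mouse 6 or aged exercise mouse 11) or 75 (without aged sedentary mouse 7). The calls of Rab26 (any of 4 mice, log2 then -0.35 to -0.33) and Stx6 (any of 11 mice, log2 then 0.15 to 0.17) are lost when 1 of those mice is left out.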

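Histone probe signals leaned higher in runners than in sedentary mice. Of 37 replication-dependent histone genes 34 had a positive log2 change and 4 were called, all higher: H4c17 (0.44 ± 0.11, adjusted p = 0.172), H4c6 (0.39 ± 0.10, adjusted p = 0.163), H3c7 (0.37 ± 0.11, adjusted p = 0.29) and H2bc11 (0.22 ± 0.07, adjusted p = 0.275). Adjusted over the list alone 13 were higher. The list as a whole was higher (camera adjusted p = 5.62e-13), which is lost with an estimated correlation (adjusted p = 0.215). It did not pass with limma's fry either, which tests a list against no change (adjusted p = 0.0686). Summarized as 1 score per mouse, the exact two-sided permutation p of the histone list was 0.00949 between runners and sedentary mice (adjusted p = 0.0498). Chromatin remodelers, the ATP-dependent enzymes that move nucleosomes and their partners, were not shifted: 1 of 40 was called, Smarca2, an ATPase of the SWI/SNF complex (-0.16 ± 0.05, adjusted p = 0.266), none adjusted over the list alone (median -0.02; camera adjusted p = 0.179). Histone variants had 0 calls in limma and none adjusted over the list alone (median 0.0045, camera adjusted p = 0.987). The calls of H3c7 (any of 10 mice, log2 then 0.28 to 0.38), H2bc11 (any of 9 mice, log2 then 0.19 to 0.21) and Smarca2 (any of 7 mice, log2 then -0.16 to -0.14) are lost when 1 of those mice is left out.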

A majority of the GO terms were related to chromatin remodeling. The top five enriched categories consisted of “cellular macromolecular complex assembly, chromatin assembly or disassembly, nucleosome assembly, chromatin organization, and chromatin assembly” (EASE score p<0.002 and FDR<5%; see Table 3).

**Table 3:** Exercise-induced changes.

GO Term	Gene count	P value	FDR
***Chromatin remodeling***			
GO:0034622∼cellular macromolecular complex assembly	22	0.0001	0.21
GO:0006333∼chromatin assembly or disassembly	14	0.0003	0.58
GO:0006334∼nucleosome assembly	11	0.0004	0.72
GO:0006325∼chromatin organization	27	0.0005	0.81
GO:0031497∼chromatin assembly	11	0.0005	0.92
GO:0065004∼protein-DNA complex assembly	11	0.0006	1.03
GO:0034728∼nucleosome organization	11	0.0006	1.03
GO:0034621∼cellular macromolecular complex subunit organization	22	0.0007	1.19
GO:0065003∼macromolecular complex assembly	27	0.0010	1.80
GO:0006323∼DNA packaging	12	0.0018	3.01
GO:0051276∼chromosome organization	30	0.0021	3.54
***Intracellular transport***			
GO:0046907∼intracellular transport	33	0.0006	1.12
***Regulation of growth***			
GO:0040008∼regulation of growth	22	0.0014	2.49
***Protein autophosphorylation***			
GO:0046777∼protein amino acid autophosphorylation	10	0.0014	2.39

Enriched functional categories associated with wheel running. GO terms are ordered within subcategories by p value (EASE score) with highest enriched term at the top of the list. FDRs are expressed as percentage scores.

#### 3.3.3. Opposing effects of age and exercise on hippocampal gene expression

Comparison of the genes altered by age or exercise revealed that 117 genes showed differential expression in response to aging and exercise (for complete list see Table S1). 

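Aging and running moved a common set of probes in opposite directions. Called in both comparisons were 49 probes: 22 higher in aged mice and lower in runners, 22 lower in aged mice and higher in runners, and 5 in the same direction, which are named here because they are few (Tmem114, Acta2 and Capn5, lower in both, and Nrxn3 and Klhl40, higher in both). The 44 opposing probes belong to 35 named genes. Independent calls would give 6.95 opposing probes (2.93 and 4.03 by direction) and 7.27 in the same direction, and among 100 random rotations of the residuals, which keep the correlation between probes, the highest opposing count was 31, while of 100 splits of the mice 3, the real one among them, gave as many, the highest other 57. Both effects were estimated from the same 20 mice, but as contrasts without shared error. Pdia6, a disulfide isomerase of the endoplasmic reticulum, was lower with age (-0.18 ± 0.05, adjusted p = 0.0592) and higher with running (0.20 ± 0.05, adjusted p = 0.147), as were Tmem158, Tubb2b and Ccnd1. Higher with age and lower with running were the clock gene Per3 (0.36 ± 0.09, adjusted p = 0.0468 and -0.30 ± 0.09, adjusted p = 0.287) and Pdk4, a kinase that holds back pyruvate oxidation (0.31 ± 0.08, adjusted p = 0.0619 and -0.40 ± 0.08, adjusted p = 0.094), as well as Clk1 and Slc38a2. Across all probes the age and exercise changes had r = -0.20 (covariance -0.00335), which lies inside the 95% range of the rotations (-0.35 to 0.33); it is -0.07 without aged exercise mouse 11 and -0.28 without aged sedentary mouse 7. Probes are not independent replicates. With 1 mouse left out, the age call of Pdk4 (aged exercise mouse 11 or aged sedentary mouse 20, log2 then 0.26) and the exercise call of Per3 (any of 13 mice, log2 then -0.30 to -0.25) are lost. The opposing count is 29 without adult exercise mouse 5 or adult sedentary mouse 21, 24 without aged exercise mouse 2, 25 without aged exercise mouse 19 and 67 without aged sedentary mouse 7, 83 with array weights, 0 when both calls must pass an adjusted p under 0.05, and 28 when scores of choroid plexus and other tissue markers enter the model, a choice made after seeing the data. From the genes that age and exercise moved in opposite directions, the paper proposes that running may act against part of the age-related change in hippocampal transcription.

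**Figure D2:**
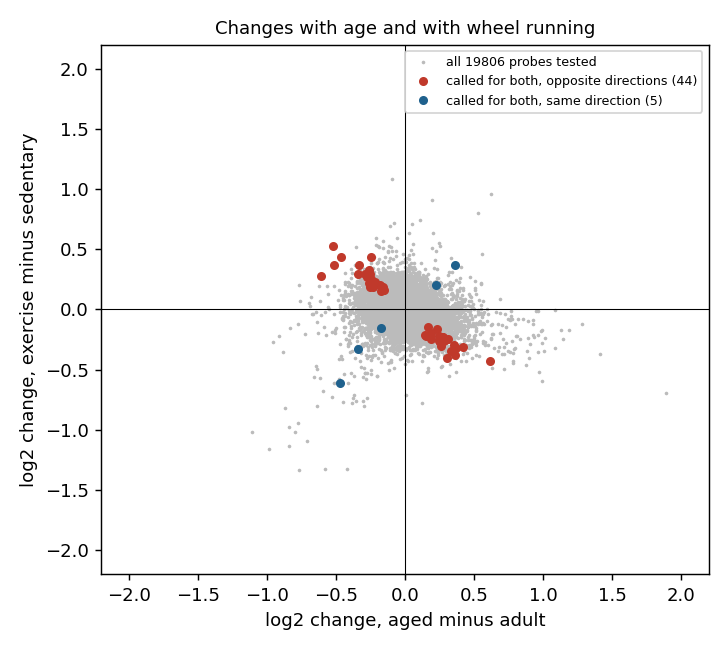
Log2 change with age (x axis, aged minus adult) against log2 change with wheel running (y axis, exercise minus sedentary) of all 19806 probes (grey). Red points are the 44 probes called in both comparisons with opposite signs, 22 in the upper left and 22 in the lower right, and blue points the 5 called with the same sign.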

Analysis of the top 30 genes that showed the largest age-related increase or decrease in expression demonstrates that wheel running modulated expression of genes involved in a variety of physiological processes such as cell growth and migration, immune activity, chromatin organization, and mRNA translation. 

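Of the 30 genes the study ranks highest, 27 have a named probe here, and each of the 27 had the sign the study gives for age and for exercise. By the brightest probe of each gene 22 were called for age, 11 for exercise and 11 for both, and counting any probe of a gene 15 were called for both. The genes raised by age were higher as a list in aged mice (10 of 12 called, 12 adjusted over the list alone; camera adjusted p = 8.42e-18) and lower in runners (5 called, 10 adjusted over the list alone; camera adjusted p = 5.62e-13). Those lowered by age were lower in aged mice (12 of 15 called, 13 adjusted over the list alone; camera adjusted p = 3.74e-14) and higher in runners (6 called, 11 adjusted over the list alone; camera adjusted p = 5.62e-13). The study chose both lists on these same mice, so these counts are not independent evidence of their direction.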

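Of the genes the study ranks highest among those raised by age, Vwf, the von Willebrand factor of endothelial cells, rose most among those given here (0.61 ± 0.14, adjusted p = 0.02, 7 of 8 aged mice above the adult mean). Ahnak, a large scaffold protein of the cell membrane and cytoskeleton, rose by 0.51 ± 0.10 (adjusted p = 0.00607), Slc38a2, which carries neutral amino acids, by 0.37 ± 0.07 (adjusted p = 0.00684), and the taurine transporter Slc6a6 by 0.17 ± 0.04 (adjusted p = 0.0285). Nfkbia, the inhibitor that holds NF-kappa B in the cytoplasm (0.28 ± 0.08, adjusted p = 0.0776), and the nuclear envelope protein Lmna (0.19 ± 0.06, adjusted p = 0.08) passed the study's threshold but not the adjusted one, and Sema4b, a semaphorin, passed neither (0.15 ± 0.06, adjusted p = 0.192). A second Slc38a2 probe was called as well (0.43 ± 0.13), and 5 other Lmna probes were positive but not called (0.10 to 0.23). Endothelial markers as a list were not shifted with age (3 of 16 higher and 3 lower, camera adjusted p = 0.802). In Nfkbia adult exercise mouse 15, and in Lmna adult sedentary mouse 4, stands apart from its group. The calls of Nfkbia (any of 4 mice, log2 then 0.25 to 0.27) and Lmna (aged exercise mouse 16 or aged sedentary mouse 7 or aged sedentary mouse 20, log2 then 0.16 to 0.18) are lost when 1 of those mice is left out, and median scaling ends both, as well as that of Slc6a6.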

Aged mice showed a significant increase in expression of complement component 4B (C4B), solute carrier family 38 (SLC38A2), Von Willebrand factor (VWF), AHNAK nucleoprotein (AHNAK), CDC-like kinase 1 (CLK1), chromodomain helicase DNA binding protein 7 (CHD7), insulin-like growth factor receptor 1 (IGF1R), CDC-like kinase 4 (CLK4), polymerase III polypeptide (POLR3E), nuclear factor kappa polypeptide B-cell inhibitor (NFKBIA), sema domain immunoglobulin 4B (SEMA4B), potassium voltage-gated channel Q2 (KCNQ2), gametogenetin binding protein 1 (GGNBP1), lamin A (LMNA), and solute carrier family 6 (SLC6A6). Whereas wheel running significantly decreased expression of all of these genes (p<0.005; see Figure 3A and Table 4). Similarly, aged mice showed decreased expression of doublecortin-like kinase 1 (DCAMKL1), Fc receptor-like S (MSR2), abhydrolase domain containing 12 (ABD12), shadow of a prion protein (SPRN), tubulin beta 2 (TUBB2B), phosphofructokinase platelet (PFKP), cyclin D1 (CCND1), lymphocyte antigen complex 6 (LY6G6E), Rho guanine nucleotide exchange factor (ARHGEF7), abhydrolase domain containing 1 (ABHD1), histone cluster 2 H3e (HIST1H3E), TAF10 RNA polymerase II (TAF10), mitochondrial ribosomal protein 63 (MRP63), transmembrane protein 158 (TMEM158), and monooxygenase (MOXD1), however, wheel running increased expression of all of these genes (p<0.005; see Figure 3B and Table 4).

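In runners Slc38a2 (-0.32 ± 0.07, adjusted p = 0.112), Lmna (-0.24 ± 0.06, adjusted p = 0.129), Slc6a6 (-0.14 ± 0.04, adjusted p = 0.211) and Vwf (-0.43 ± 0.14, adjusted p = 0.291) fell at the study's threshold. For Slc38a2, Lmna and Slc6a6 all 10 runners lay below the mean of the sedentary mice, and for Vwf 9 of 10. Ahnak (-0.28 ± 0.10, adjusted p = 0.329), Sema4b (-0.17 ± 0.06, adjusted p = 0.316) and Nfkbia (-0.06 ± 0.08, adjusted p = 0.853) had negative log2 changes that did not pass. The second Slc38a2 probe did not follow the first in runners (-0.04 ± 0.13). At the 2 ages the change was -0.26 ± 0.09 in adult and -0.37 ± 0.11 in aged mice for Slc38a2, -0.17 ± 0.07 and -0.32 ± 0.09 for Lmna, and -0.36 ± 0.17 and -0.50 ± 0.21 for Vwf. The calls of Vwf (any of 14 mice, log2 then -0.44 to -0.33) and Slc6a6 (aged exercise mouse 19, log2 then -0.12) are lost when 1 of those mice is left out. Median scaling ends those of Lmna, Slc6a6 and Vwf, the authors' normalized values and ordinary least squares that of Vwf, and a mean over all probes of the gene those of Slc38a2 and Lmna.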

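Fcrls, an Fc receptor-like scavenger receptor of microglia, fell most with age among the genes of this group given here (-0.63 ± 0.09, adjusted p = 4.31e-04), on both of its probes. Running raised the dimmer Fcrls probe (0.28 ± 0.08, adjusted p = 0.265) and left the brighter one uncalled (0.19 ± 0.09, adjusted p = 0.493). Ly6g6e, a member of the Ly6 family, fell with age (-0.52 ± 0.15, adjusted p = 0.0846) and rose with running by as much (0.52 ± 0.15, adjusted p = 0.25), as did Moxd1, a copper monooxygenase (-0.29 ± 0.09, adjusted p = 0.0875 and 0.30 ± 0.09, adjusted p = 0.251), and Tmem158, a Ras-induced membrane protein (-0.28 ± 0.07, adjusted p = 0.0357 and 0.27 ± 0.07, adjusted p = 0.172). For Abhd12, a lipid hydrolase, the brighter probe showed no call (-0.07 ± 0.07 with age, 0.04 ± 0.07 with running) and the second probe was called in both comparisons (-0.33 ± 0.07, adjusted p = 0.0165 and 0.37 ± 0.07, adjusted p = 0.067, 10 of 10 runners above the sedentary mean). Abhd1, another hydrolase of that family, fell with age on all 3 of its probes (the brightest -0.22 ± 0.06, adjusted p = 0.0723) and was not called with running (0.16 ± 0.06, adjusted p = 0.403), nor was Arhgef7 (0.12 ± 0.05, adjusted p = 0.394). Pfkp, a phosphofructokinase of glycolysis, was called in neither (-0.17 ± 0.07, adjusted p = 0.234 and 0.11 ± 0.07, adjusted p = 0.624). In Abhd1 aged sedentary mouse 18, and in Moxd1 adult exercise mouse 22, stands apart from its group. With 1 mouse left out, the age calls of Ly6g6e (any of 5 mice, log2 then -0.50 to -0.44), Moxd1 (any of 6 mice, log2 then -0.29 to -0.26) and Abhd1 (aged exercise mouse 11 or aged sedentary mouse 20, log2 then -0.21 to -0.18) and the exercise calls of the second Fcrls probe (any of 6 mice, log2 then 0.25 to 0.28), Ly6g6e (any of 4 mice, log2 then 0.44 to 0.51) and Moxd1 (aged exercise mouse 19 or aged sedentary mouse 7 or aged sedentary mouse 18, log2 then 0.26 to 0.28) are lost.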

**Figure 3:**
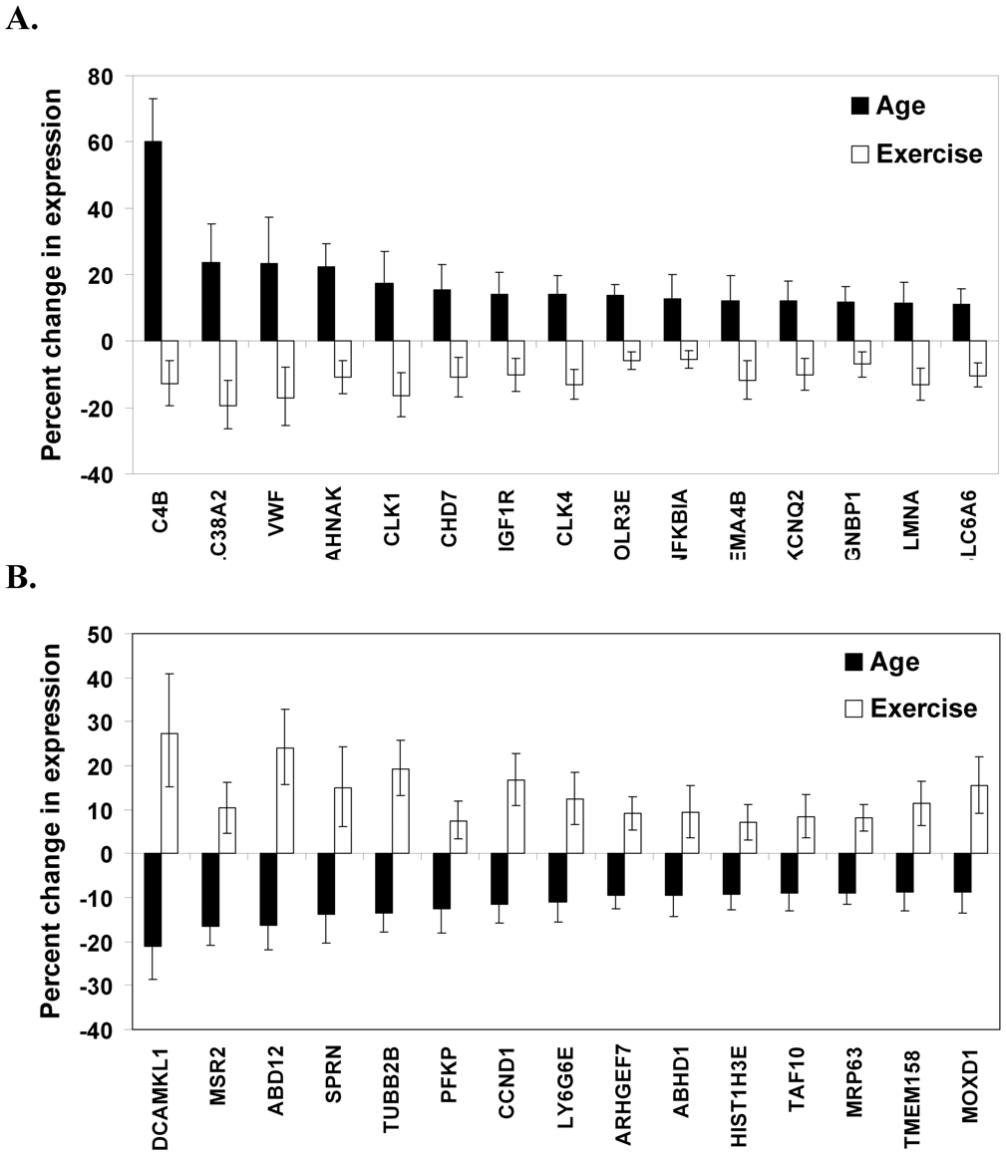
Differential regulation of gene expression by age and exercise. (A) Individual genes that showed the largest increase in expression in aged mice, and were downregulated by wheel running. (B) Genes that showed the largest decrease in expression in aged mice relative to adults, but were increased by exercise. Black bars represent percent change in gene expression in aged mice (collapsed across exercise condition) relative to adult mice (age comparison) ±95% confidence intervals. White bars represent percent change in gene expression in runners (collapsed across age groups) relative to sedentary mice (exercise comparison) ±95% confidence intervals. For gene description see Table 4.

**Table 4:** Genes that showed differential expression from age and exercise.

Gene ID	Gene Name	% change Aged	% change Exercise
***Chromatin***			
HIST1H3E	histone cluster 2, H3e	−9.32	7.11
CHD7	chromodomain helicase DNA binding protein 7	15.20	−10.95
LMNA	lamin A	11.39	−13.06
***Cell growth/migration***			
DCAMKL1	doublecortin-like kinase 1	−21.17	27.34
TUBB2B	tubulin, beta 2a, pseudogene 2; tubulin, beta 2B	−13.43	19.24
CCND1	cyclin D1	−11.51	16.77
TMEM158	transmembrane protein 158	−8.86	11.38
SEMA4B	sema domain, immunoglobulin domain, transmembrane, 4B	12.07	−11.71
***Immune function***			
MSR2	Fc receptor-like S, scavenger receptor	−16.49	10.33
SPRN	shadow of prion protein	−13.90	14.95
LY6G6E	lymphocyte antigen 6 complex, locus G6E	−11.06	12.41
C4B	complement component 4B	59.96	−12.89
NFKBIA	nuclear factor kappa light polypeptide enhancer in B-cells inhibitor, α	12.81	−5.58
***Transcription/translation***			
TAF10	TAF10 RNA polymerase II, TATA box binding protein-associated factor	−9.01	8.41
CLK1	CDC-like kinase 1	17.40	−16.37
CLK4	CDC like kinase 4	13.92	−13.11
POLR3E	polymerase (RNA) III (DNA directed) polypeptide E	13.60	−5.87
***Blood glycoprotein***			
VWF	Von Willebrand factor homolog	23.38	−17.02
***Cell communication***			
KCNQ2	potassium voltage-gated channel, subfamily Q, member 2	11.96	−10.27
SLC6A6	solute carrier family 6 (neurotransmitter transporter, taurine)	11.10	−10.35
***Intracellular signaling***			
ARHGEF7	Rho guanine nucleotide exchange factor (GEF7)	−9.53	9.12
***Mitochondria***			
MRP63	mitochondrial ribosomal protein 63	−8.92	8.19
***Neuroblast differentiation***			
AHNAK	AHNAK nucleoprotein (desmoyokin)	22.40	−10.91
***Dopamine activity***			
MOXD1	monooxygenase, DBH-like 1	−8.69	15.50
***Endocannabinoid***			
ABD12	abhydrolase domain containing 12	−16.18	24.01
***Glutatmate activity***			
SLC38A2	solute carrier family 38, member 2	23.52	−19.50
***Gycolysis***			
PFKP	phosphofructokinase, platelet	−12.51	7.50
***IGF activity***			
IGF1R	insulin-like growth factor I receptor	13.93	−10.26
***Enzymatic function***			
ABHD1	abhydrolase domain containing 1	−9.50	9.43
***Spermatogenesis***			
GGNBP1	gametogenetin binding protein 1	11.64	−6.99

Functional categorization of the top 30 genes that showed differential expression in response to age and exercise. Positive values indicate the percent increase in expression and negative values indicate a decrease in expression.

### 3.4. qRT-PCR

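The array values of the 5 genes chosen for RT-PCR are these. C4b, a complement component, had the smallest adjusted p of the 5 with age, and rose in aged mice (0.94 ± 0.08, adjusted p = 4.88e-07), with all 8 aged mice above the mean of the adult mice of the same housing (exact two-sided permutation p = 2.27e-05, the smallest these groups can give), from a mean log2 intensity of 8.79 in adult sedentary to 9.79 in aged sedentary mice. H2-D1, an MHC class I heavy chain, rose by 0.99 ± 0.13 (adjusted p = 1.79e-04) (8 of 8 aged mice) and B2m, the light chain it pairs with, by 0.56 ± 0.11 (adjusted p = 0.00912) (7 of 8), on 4 of 4 and 2 of 2 probes. Gpx8, a glutathione peroxidase of the endoplasmic reticulum, fell by 0.92 ± 0.16 on the log2 scale (adjusted p = 0.00289), on 3 of 3 probes, and Bdnf was not called for age (-0.07 ± 0.08, adjusted p = 0.754). In runners Bdnf rose (0.44 ± 0.08, adjusted p = 0.067). C4b (-0.23 ± 0.08, adjusted p = 0.336), Gpx8 (-0.22 ± 0.16, adjusted p = 0.677), H2-D1 (-0.28 ± 0.13, adjusted p = 0.482) and B2m (-0.12 ± 0.11, adjusted p = 0.76) were not called for exercise. In B2m adult exercise mouse 22 stands apart from its group.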

Analysis revealed that BDNF, H2-D1, β2M, C4B, and GPX8 showed comparable expression when determined by RT-PCR or microarray, confirming results from the microarray experiment. Aged mice had significantly increased expression of β2M, H2-D1, and C4B compared to adult mice [main effects of Age (F(1,16) = 5.69;p<0.05) β2M, (F(1,16) = 16.63; p<0.001) H2-D1, and (F(1,14) = 121.69; p<0.001) C4B]. BDNF expression did not differ between adult and aged mice. Additionally, aged mice showed decreased expression of GPX8 (F(1,16) = 4.66; p<0.05) compared to adult mice. Wheel running was confirmed to significantly increase expression of BDNF (F(1,16) = 6.94;p<0.05) and decrease C4B expression (F(1,14) = 16.743.86;p<0.001) compared to sedentary mice.

## Discussion

The rate of brain aging appears to be dependent on lifestyle factors, as individuals that maintain an active healthy lifestyle show reduced risk for age-related neuropathologies [22]. The primary objective of this study was to identify genes and/or functional categories of genes that showed differential regulation in response to aging and exercise to provide insight into the anti-aging effects of exercise. Such knowledge may facilitate development of novel treatments to slow or prevent the effects of both normal and pathological aging.

We identified one-hundred and seventeen genes that showed differential regulation by age and exercise (see Table S1). Analysis of the top 30 genes revealed that several of them participate in cell growth and/or migration (see Figure 3). Aging is well known to disrupt cellular division. For instance, the rate of neurogenesis is drastically reduced with aging [2], [5], [11]. In agreement, we found that aged mice showed reduced expression of several genes involved in cellular mitosis, such as cyclin D1 (CCND1), cell division cycle associated 2 (CDC2), cell division cycle associated 8 (CDC8), leishmanolysin-like (LMLN), and baculoviral IAP repeat-containing 5 (BIRC5) (see Table S2). These data in combination with prior work that show reduced hippocampal neurogenesis in aged animals [2], [5], [11] indicate that aging is associated with reduced cellular proliferation.

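Of the mitosis genes with a probe kept here, Ccnd1, the cyclin that drives entry into S phase (-0.22 ± 0.05, adjusted p = 0.035), and Birc5, a member of the chromosomal passenger complex (-0.30 ± 0.09, adjusted p = 0.101), fell in aged mice, and Cdca8, another member of that complex, did not pass (-0.19 ± 0.10, adjusted p = 0.386). Cdca2 and Lmln have no probe detected in enough mice. Uhrf1, which keeps DNA methylation through replication (-0.39 ± 0.08, adjusted p = 0.0166), and the chromosomal kinesin Kif22 (-0.21 ± 0.06) were called lower too, beside Mcm6 and Prc1. The other 23 of the 29 mitotic cell cycle genes were not called, and 12 of the 29 had positive log2 changes, among them Spag5 (0.21 ± 0.11) and Mcm4 (0.11 ± 0.05). Their median was -0.03 and their mean -0.09. In runners the list was not shifted (median -0.01; camera adjusted p = 0.912; 1 called higher and 2 lower, 1 and 2 adjusted over the list alone): Spag5, a spindle protein (-0.39 ± 0.11), and the thymidylate synthase Tyms (-0.25 ± 0.08) were lower. In Cdca8 adult sedentary mouse 4 stands apart from its group. Without 1 mouse the age call of Birc5 (any of 12 mice, log2 then -0.30 to -0.27) and the exercise calls of Spag5 (any of 5 mice, log2 then -0.36 to -0.31) and Tyms (any of 10 mice, log2 then -0.24 to -0.21) are lost.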

Engaging in aerobic exercise is known to enhance hippocampal neurogenesis in both young and aged animals [2], [17], [18]. Our data provide potential transcription changes that may contribute to the exercise-induced increase in neurogenesis. A portion of the age-related changes in genes related to cell grow showed enhanced expression in response to exercise. For example, aged mice showed reduced expression of doublecortin-like kinase-1 (DCAMKL1), cyclin D1 (CCND1), and tublin β2 (TUBB2B) compared to adult mice, whereas exercise was found to upregulate these genes in both adult and aged mice. 

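Dclk1, Ccnd1 and Tubb2b were lower in aged mice and higher in runners. Tubb2b, a tubulin of developing neurons, fell by 0.22 ± 0.05 on the log2 scale with age (adjusted p = 0.021) and rose with running by 0.20 ± 0.05 (adjusted p = 0.163), with 10 of 10 runners above the sedentary mean, 0.22 ± 0.06 in adult and 0.18 ± 0.08 in aged mice. Ccnd1 rose with running by 0.23 ± 0.05 (adjusted p = 0.147), also in 10 of 10 runners, 0.19 ± 0.07 in adult and 0.26 ± 0.08 in aged mice. Dclk1 depends on the probe: 1 of its 3 probes was called, lower with age (-0.46 ± 0.10, adjusted p = 0.0209) and higher with running (0.44 ± 0.10, adjusted p = 0.147; 0.36 ± 0.13 in adult and 0.51 ± 0.16 in aged mice), the brightest probe was called in neither (-0.07 ± 0.05 and 0.10 ± 0.05), and the third had the opposite signs without a call (0.24 ± 0.10 and -0.08 ± 0.10). The tests for a different response at the 2 ages gave adjusted p = 0.999, 0.999 and 0.999. Around these genes, markers of immature neurons fell with age: 7 of 25 were lower and 0 higher (9 lower adjusted over the list alone; median -0.19; camera adjusted p = 3.06e-07, adjusted p = 0.00166 with an estimated correlation), with Dpysl3, a protein of growing axons (-0.43 ± 0.06, adjusted p = 3.37e-04), the Notch target Hes5 (-0.43 ± 0.13, adjusted p = 0.0873) and the actin-binding Marcksl1 (-0.40 ± 0.11, adjusted p = 0.0604). With running the list was not shifted, and Tubb2b was its single call (1 adjusted over the list alone; median -0.03; camera adjusted p = 0.374). Of the other 4 Tubb2b probes 1 was called with age and 1 with running, and of the 3 Ccnd1 probes 1 was called with age and 2 with running. Without 1 mouse the age call of Hes5 (any of 5 mice, log2 then -0.40 to -0.34) is lost.

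**Figure D3:**
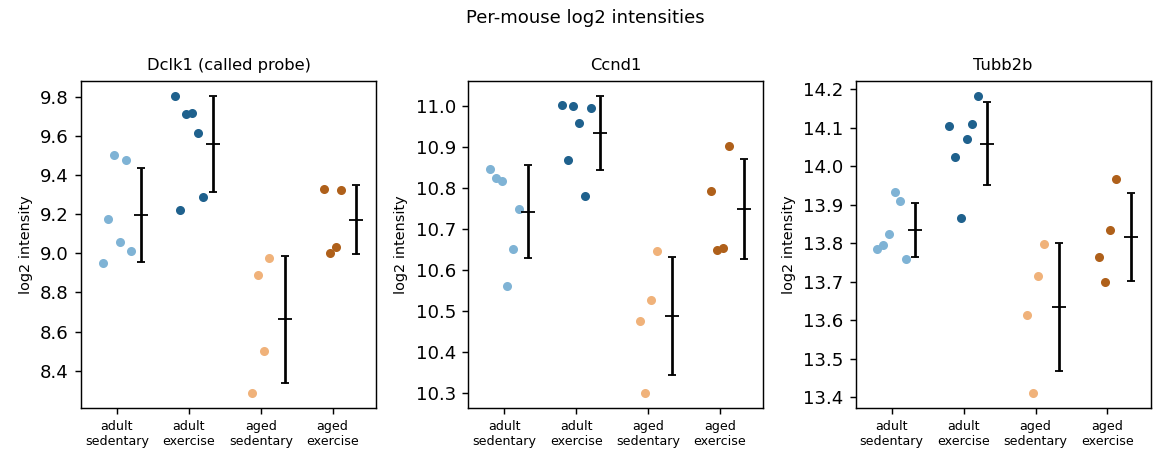
Log2 intensity (y axis) of the called Dclk1 probe, Ccnd1 and Tubb2b in each mouse (points) of the 4 groups, with the group mean ± SD. Mean Ccnd1 is 10.74 in adult sedentary, 10.93 in adult running, 10.49 in aged sedentary and 10.75 in aged running mice.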

DCAMKL1 participates in several cellular processes such as neurogenesis, neural migration, and retrograde transport [40]. TUBB2B is a microtubule element expressed mainly in post-mitotic neurons and CCND1 participates in cellular proliferation by facilitating progression through the cell-cycle [41]. Collectively, these findings suggest that exercise can restore the proliferative capacity of the hippocampus and highlight potential transcription alterations that may underlie this effect.

By far the largest category of genes modified by age was chromatin remodeling. Maintaining the structure of chromatin is crucial for normal transcription. 

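In aged mice 14 replication-dependent histone genes were called lower. H3c7 (-0.52 ± 0.11, adjusted p = 0.0202) and H2ac12 (-0.44 ± 0.09, adjusted p = 0.0141) encode core histones, and H1f2 (-0.44 ± 0.08, adjusted p = 0.00781) encodes a linker histone. The 14 span H1, H2A and H3, with 10 of them H2A genes, and no H2B or H4 gene was called; the most negative change was -0.16 among H2B genes (H2bc12) and -0.23 among H4 genes (H4c17). Histone genes of 1 family are close in sequence, so their probes are not separate lines of evidence. With oligo(dT) priming, the probes may miss histone transcripts that have no poly(A) tail. Smarcd2, a subunit of SWI/SNF complexes, had a positive log2 change that did not pass (0.17 ± 0.06, adjusted p = 0.176). Chromatin remodelers as a list did not shift: 0 of 40 were called in limma, none adjusted over the list alone, and the median was -0.0021 (camera adjusted p = 0.802). Their largest changes, not called, were in Chd1, a nucleosome-spacing helicase (0.26 ± 0.10), and Baz2b, a bromodomain protein (0.20 ± 0.09). As 1 score per mouse the histone list had an exact two-sided permutation p of 0.00256 between aged and adult mice.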

Our data show an age-related decline in the expression of genes for histone proteins, the core components of nucleosomes, and increased expression of genes for ATP-dependent chromatin remodelers chromatin helicase DNA-binding protein 7 (CHD7) and SWI/SNF related, matrix associated, actin dependent regulator of chromatin (SMARCD2) [42], [43]. Prior work suggests that the age-related reduction in histone proteins may loosen the chromatin structure increasing the likelihood of aberrant transcription and access to agents that can damage DNA [44]. The observed increase in CHD7 expression in combination with the reduction in histone expression in the aged may indicate increased transcription. In accordance we observed increased expression of over 500 genes in the aged compared to the adult mice. 

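Calls leaned slightly to increases: 54.5% of the probes called for age were higher in aged mice. With ordinary least squares the split was even, 399 higher and 399 lower, and with median scaling it was 366 higher and 371 lower. Without a detection filter 585 probes were higher and 421 lower. Genes higher in aged mice include long RNAs that stay in the nucleus: 2 of 7 were called, Neat1, the scaffold of paraspeckles (0.57 ± 0.09, adjusted p = 0.00149), and the imprinted antisense transcript Kcnq1ot1 (0.51 ± 0.13, adjusted p = 0.0384), and 2 were higher adjusted over the list alone (median 0.17; camera adjusted p = 4.29e-05, adjusted p = 0.0337 with an estimated correlation).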

There is evidence in yeast cells that restoring histone levels increases lifespan, indicating that aspects of aging can be improved by normalizing chromatin structure [45].

In addition to transcriptional changes, abnormal mRNA translation may increase with age. 

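Clk1 and Clk4 encode kinases that phosphorylate SR splicing factors. In aged mice Clk1 was higher (0.28 ± 0.07, adjusted p = 0.0295, 8 of 8 aged mice above the adult mean), and Clk4 was higher on 2 of its 4 probes (0.23 ± 0.05, adjusted p = 0.0123 and 0.24 ± 0.05, adjusted p = 0.0184), while its brightest probe did not pass (0.14 ± 0.06, adjusted p = 0.25). Among the 30 splicing kinases and SR proteins 19 had positive and 11 negative log2 changes, and Clk1 was the single call, also adjusted over the list alone (median 0.04; camera adjusted p = 0.0443, adjusted p = 0.315 with an estimated correlation). That list's call ends on leaving out any of 10 mice (adjusted p then 0.0529 to 0.239), and the Clk1 call ends with median scaling.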

In support, we observed that aged mice showed increased expression of CDC-like kinase-1 (CLK-1) and CDC-like kinase-4 (CLK-4) that appear to regulate mRNA splicing through altering the activity of splicesomes [46]. Improper RNA splicing can result in abnormal translation of RNA and is associated with many age-related diseases including macular degeneration and Alzheimer’s disease [47]. Additionally, aged mice showed reduced expression of TAF10 RNA polymerase (TAF10) that plays a role initiating transcription [48] and decreased expression of RNA polymerase III (POLR3E) that participates in pre-mRNA splicing and transcription [49]. 

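Taf10, a subunit of the general transcription factor TFIID, was lower in aged mice (-0.14 ± 0.05, adjusted p = 0.107), a call at the study's threshold that did not pass adjustment. Polr3e, a subunit of RNA polymerase III, was higher in aged mice (0.35 ± 0.05, adjusted p = 7.05e-04), with 8 of 8 aged mice above the adult mean (exact two-sided permutation p = 2.27e-05, the smallest these groups can give). Both genes have 1 probe. The call of Taf10 (any of 12 mice, log2 then -0.15 to -0.12) is lost when 1 of those mice is left out, and with median scaling.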

While we cannot confirm from the present data whether aging increases the frequency of improper RNA slicing, the results indicate that pre-mRNA splicing may be vulnerable to age-related alterations.

Exercise was found to differentially influence expression of many of the genes involved in chromatin remodeling and transcription that showed an age-related change in expression. For example, aged mice showed reduced expression of the histone protein H3E, but wheel running was found to increase H3E expression. Additionally, we found that exercise reduced the expression of CHD7, which showed increased expression in hippocampal samples from the aged animals. 

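H3c6, the current symbol of the histone gene H3E, fell by 0.44 ± 0.10 on the log2 scale in aged mice (adjusted p = 0.0202; exact two-sided permutation p = 4.54e-05). In runners it was higher by 0.30 ± 0.10, which did not pass the study's threshold (adjusted p = 0.301; exact two-sided permutation p = 0.00427; 9 of 10 runners above the sedentary mean). The change with running was 0.21 ± 0.12 in adult and 0.40 ± 0.15 in aged mice. Its neighbour H3c7 was called in both comparisons and with opposite signs. In H3c6 adult sedentary mouse 8 stands apart from its group at a log2 intensity of 7.47, above the others.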

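Among transcription and splicing genes, Clk1 fell in runners (-0.27 ± 0.07, adjusted p = 0.163, 10 of 10 runners below the sedentary mean), and so did the 2 Clk4 probes that rose with age (-0.16 ± 0.05, adjusted p = 0.275 and -0.26 ± 0.05, adjusted p = 0.0839), while the brightest Clk4 probe was not called (-0.13 ± 0.06, adjusted p = 0.512). Polr3e was lower in 10 of 10 runners but did not pass (-0.14 ± 0.05, adjusted p = 0.361; exact two-sided permutation p = 0.00532), and Taf10 was higher in 10 of 10 without passing (0.12 ± 0.05, adjusted p = 0.412; exact two-sided permutation p = 0.0157). Splicing kinases and SR proteins lay lower as a list (1 of 30 called, the same count adjusted over the list alone; median -0.03; camera adjusted p = 0.022, adjusted p = 0.303 with an estimated correlation), a call that ends without aged sedentary mouse 20 (adjusted p = 0.129) or with median scaling (0.112). The Clk1 call ends with median scaling, and that of the second Clk4 probe (any of 10 mice, log2 then -0.16 to -0.14) when 1 of those mice is left out.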

Exercise reduced expression of the genes involved in pre-mRNA splicing CLK-1, CLK-4, and POLR3E and increased expression of TAF10 that participates in basal transcription. These data indicate that exercise may restore age-related changes in chromatin modification and possibly prevent these changes in adults both of which would better protect DNA and regulate transcription.

Aging is associated with the development of low-grade neuroinflammation that may result from increased activation of the brain’s resident immune cells, microglia [14], [50]. In agreement, our findings indicate an age-related increase in immune activity within the brain [14], [51], [52]. For example, a major group of genes upregulated in the aged mice were related to the major histocompatibility complex (MHC) class I receptor (e.g., β2-microglubin and H2-D1). In addition, aged mice showed increased expression of several elements of the complement system including complement component 4A (C4A), C4B, C3, and C1q, which facilitate phagocytosis of cells or bacteria through opsonization. 

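MHC class I heavy chains were among the genes that rose most in aged mice. Beside H2-D1, called members were H2-Q8 (0.93 ± 0.13, adjusted p = 4.31e-04), H2-K1 (0.90 ± 0.15, adjusted p = 0.00252), H2-Q6 (0.88 ± 0.14, adjusted p = 0.0019) and H2-T23 (0.78 ± 0.16, adjusted p = 0.0117), and with them Psmb8, an immunoproteasome subunit (0.63 ± 0.12, adjusted p = 0.00891). These heavy chains are close in sequence, and a probe for 1 can take up another's transcript, so they are not separate lines of evidence. The chaperone Calr was the single member called lower (-0.18 ± 0.06, adjusted p = 0.113). Interferon-response genes rose too, 7 of 21 called higher and 0 lower (9 higher adjusted over the list alone; median 0.26; camera adjusted p = 3.06e-07, adjusted p = 0.141 with an estimated correlation), among them Ifit3 (0.69 ± 0.11) and the GTPases Igtp (0.77 ± 0.22) and Gbp2 (0.55 ± 0.16). Microglia genes were mixed: Lyz2, lysozyme (0.89 ± 0.14, adjusted p = 9.31e-04), Cd52 (0.46 ± 0.10) and Cd14 (0.23 ± 0.07) rose while Fcrls fell. Blood cell markers lay higher in aged mice (1 of 6 called, 3 adjusted over the list alone; median 0.25; camera adjusted p = 6.89e-05, adjusted p = 0.141 with an estimated correlation). The calls of Calr (any of 14 mice, log2 then -0.19 to -0.15), Igtp (any of 4 mice, log2 then 0.60 to 0.72), Gbp2 (any of 4 mice, log2 then 0.41 to 0.52) and Cd14 (any of 14 mice, log2 then 0.18 to 0.24) are lost when 1 of those mice is left out.

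**Figure D4:**
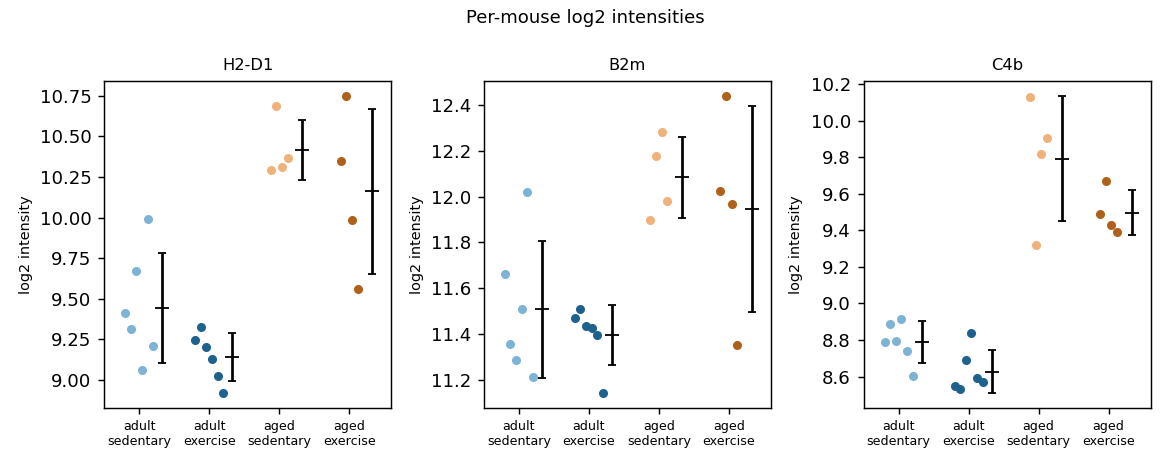
Log2 intensity (y axis) of H2-D1, B2m and C4b in each mouse (points) of the 4 groups, with the group mean ± SD. Mean H2-D1 is 9.45 in adult sedentary, 9.14 in adult running, 10.41 in aged sedentary and 10.16 in aged running mice.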

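Complement genes were higher in aged mice. Of 10 measured genes 4 were called, all higher (6 higher and 1 lower adjusted over the list alone; median 0.20; camera adjusted p = 3.85e-07, adjusted p = 0.0337 with an estimated correlation). C4a rose by 0.96 ± 0.08 (adjusted p = 4.88e-07), close to C4b, whose sequence it nearly shares. Of the 3 chains of C1q, the protein that starts the classical pathway, C1qc (0.33 ± 0.07, adjusted p = 0.0209) and C1qa (0.19 ± 0.06, adjusted p = 0.112) were called and C1qb was not (0.20 ± 0.09, adjusted p = 0.252). Cd55, which restrains complement on cell surfaces, had a negative change that was not called (-0.45 ± 0.15). The call of C1qa (any of 15 mice, log2 then 0.16 to 0.20) is lost when 1 of those mice is left out, and with median scaling.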

C1q binds to neurons as they have low expression of complement resistant molecules such as DAF and CD59 [53]. This raises the possibility that neurons in the aged brain may be at greater risk of destruction through C1q labeling. Additionally, increased expression of C1, C3 and C4 mRNA has been found in the brains of Alzheimer patients, and is thought to contribute to the progression of Alzheimer’s disease by inducing microglia activation and proinflammatory cytokine release [54]. Collectively, these age-related changes in neuroinflammation may contribute to the increased vulnerability to age-related cognitive decline and the progression of neurodegenerative diseases.

Exercise may offer neuroprotection through regulating aspects of immune activity. Prior studies have found that exercise in adult subjects increases expression of anti-inflammatory molecules while reducing inflammatory mediators [14], [29], [52], [55]. 

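C4b had a negative log2 change in runners (-0.23 ± 0.08, adjusted p = 0.336) that did not pass the study's threshold (exact two-sided permutation p = 0.0282), with 9 of 10 runners below the sedentary mean. It was -0.16 ± 0.10 in adult and -0.30 ± 0.12 in aged mice. The paper also reports lower C4b in runners by RT-PCR, values of which were not analysed here. None of the 10 complement genes was called for exercise in limma (unadjusted p under 0.005), though all 10 had negative changes, 2 of them lower adjusted over the list alone (median -0.13; camera adjusted p = 0.00359, adjusted p = 0.272 with an estimated correlation). Changes were also negative in 16 of 18 MHC class I genes, with 0 called and 0 adjusted over the list alone (camera adjusted p = 7.61e-04, adjusted p = 0.363 with an estimated correlation). The largest were H2-T23 (-0.36 ± 0.16, adjusted p = 0.482) and H2-Q6 (-0.34 ± 0.14, adjusted p = 0.463). Microglia markers were not shifted in runners (0 called in limma, none adjusted over the list alone; camera adjusted p = 0.747). The complement list is no longer shifted without aged sedentary mouse 20 (adjusted p = 0.0515).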

Our data show that wheel running reduced expression of C4B which is released from microglia following an immune stimulus [56]. Additionally, wheel running enhanced expression of shadow of a prion protein (SPRN), a gene that encodes for the protein Sho that has neuroprotective-like effects against infection with a prion [57]. 

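Sprn was lower in aged mice (-0.24 ± 0.06, adjusted p = 0.0559), and a second probe was called as well (-0.33 ± 0.07, adjusted p = 0.0202) while the third was not (-0.21 ± 0.08). In runners the brightest probe was higher without passing the study's threshold (0.17 ± 0.06, adjusted p = 0.381; exact two-sided permutation p = 0.0124; 9 of 10 runners above the sedentary mean), and so was the second (0.22 ± 0.07, adjusted p = 0.307). The change with running was 0.14 ± 0.08 in adult and 0.20 ± 0.10 in aged mice, and the difference between the ages was not detected (interaction 0.06 ± 0.13, adjusted p = 0.999).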

SPRN expression was reduced in the aged mice, but was elevated in response to exercise. Though more work is needed to fully elucidate the ability of exercise to attenuate neuroinflammation, particularly in aged subjects, these data provide evidence that exercise may afford some protection by modulating immune activity within the brain.

The trophic factor, insulin-like growth factor (IGF), plays a complex role in the aging process. Research on age-related alterations in IGF levels in the brain has show inconsistent results, as some report a decrease whereas others fail to detect a difference [58], [59]. However, there is evidence to suggest that expression of the IGF type I receptor (IGFR1) increases with age [58]. 

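Igf1r, the receptor that binds insulin-like growth factor, was higher in aged mice (0.23 ± 0.06, adjusted p = 0.0473; exact two-sided permutation p = 0.00186; 8 of 8 aged mice above the adult mean). In runners its log2 change was negative but did not pass the study's threshold (-0.18 ± 0.06, adjusted p = 0.306; exact two-sided permutation p = 0.0139; 9 of 10 runners below the sedentary mean). Its 2 dimmer probes were called in neither comparison (0.19 ± 0.08 and -0.01 ± 0.12 with age). The age call of Igf1r ends with median scaling or on the mean of its probes.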

Our findings confirm this result, as aged mice showed increased expression of IGFR1 in the hippocampus, and additionally show that wheel running reduced IGFR1 expression. The age-related increase in IGFR1 may occur in response to low IGF levels or may be a compensatory mechanism to overcome resistance or functional deficits in the receptor signaling cascade [60], [61]. Given that exercise increases expression of IGF [62], the exercise-induced reduction in IGFR1 may result from stabilizing trophic support in the aged brain.

Alterations in mitochondria function are a central theory of aging. Mitochondria are a primary energy source throughout the body and therefore a decline in their function disrupts normal cellular activity and could ultimately lead to cell death [63]. 

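Mrpl57, the current symbol of MRP63, was lower in aged mice (-0.26 ± 0.05, adjusted p = 0.0107; exact two-sided permutation p = 6.80e-05; 8 of 8 aged mice below the adult mean). Among 73 mitochondrial ribosome genes 58 had negative log2 changes, but small ones (median -0.04): 2 were called, Mrpl57 and Mrps16 (-0.15 ± 0.04, adjusted p = 0.0648), and 1 adjusted over the list alone (camera adjusted p = 6.63e-04, adjusted p = 0.315 with an estimated correlation). Oxidative phosphorylation genes, which encode the respiratory chain and ATP synthase, were not shifted (0 of 73 called in limma, none adjusted over the list alone; median -0.02; camera adjusted p = 0.304).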

In support, we observed that aged mice showed reduced expression of mitochondrial ribosomal protein 63 (MPR63), which is known to aid in protein synthesis within mitochondria [64], [65]. Further, we observed that exercise increased expression of MRP63. This finding is in agreement with prior work that indicates some of the beneficial effects of exercise are mediated through its influence on mitochondria [63].

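In runners Mrpl57 rose by 0.19 ± 0.05 (adjusted p = 0.225), 0.22 ± 0.07 in adult and 0.15 ± 0.08 in aged mice, with 9 of 10 runners above the sedentary mean. It was the single call among the mitochondrial ribosome genes, none of which passed when adjusted over the list alone (median 0.03; 52 positive and 21 negative; camera adjusted p = 0.0527). That list stands close to the threshold: it passes in 22 of 36 alternatives, among them leaving out any of 11 mice (adjusted p then 0.00544 to 0.0477) and median scaling (5.60e-04), and not with an estimated correlation (0.611). Oxidative phosphorylation genes showed no call in limma, none adjusted over the list alone (median 0.02; camera adjusted p = 0.16), though the list passes with median scaling (4.80e-04). The exercise call of Mrpl57 (aged exercise mouse 19 or aged sedentary mouse 7, log2 then 0.16 to 0.17) is lost when 1 of those mice is left out.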

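Bdnf, a neurotrophin that acts through TrkB, rose with running, with positive changes at both ages: 0.47 ± 0.11 in adult and 0.41 ± 0.13 in aged mice (interaction -0.06 ± 0.17, adjusted p = 0.999). Each of the 10 runners lay above the sedentary mean (exact two-sided permutation p = 2.78e-04). Of its 6 probes 3 were called, the brightest one and 2 much dimmer ones (0.52 ± 0.12, adjusted p = 0.147 and 0.52 ± 0.13, adjusted p = 0.163), and the other 3 were positive without a call (0.15 to 0.28).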

In agreement with prior reports, wheel running significantly increased expression of brain derived neurotrophic factor (BDNF) in both adult and aged mice [29]. BDNF is believed to mediate the beneficial effects of exercise on cell growth, proliferation, and possibly cognitive enhancements [66], [67]. In addition to BDNF, we observed that a GO term related to growth was significantly enriched from exercise. For example, wheel running was found to increase expression of poly (ADP-ribose) polymerase 1 (PARP1) and RuvB-like protein 1 (RUVBL1), genes involved in repairing damage to DNA and maintaining genomic stability [68], [69]. 

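Growth factors and their receptors did not shift as a list with running: 2 of 39 were higher and 1 lower, with the same counts adjusted over the list alone (median -0.04; camera adjusted p = 0.747). Beside Bdnf, Igfbp6, a binding protein for insulin-like growth factors, was higher (0.63 ± 0.19, adjusted p = 0.265) and the related Igfbp5 lower (-0.28 ± 0.08, adjusted p = 0.225). With age 1 member was higher and 0 lower (median -0.0033, camera adjusted p = 0.69). The exercise calls of Igfbp6 (any of 8 mice, log2 then 0.51 to 0.63) and Igfbp5 (aged exercise mouse 19, log2 then -0.26) are lost when 1 of those mice is left out, and with ordinary least squares.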

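Parp1, an enzyme that marks DNA breaks with poly(ADP-ribose), was higher in runners (0.17 ± 0.04, adjusted p = 0.163; 10 of 10 runners above the sedentary mean; exact two-sided permutation p = 5.26e-04). Its other 2 probes were positive without a call (0.12 ± 0.06 and 0.12 ± 0.08). Ruvbl1, an ATPase of chromatin and repair complexes, was not called on its 2 brighter probes (0.06 ± 0.05, adjusted p = 0.739 and 0.08 ± 0.05) and was higher on the dimmest (0.23 ± 0.06, adjusted p = 0.211; 10 of 10 runners). The Parp1 call ends on the mean of its probes.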

Exercise was found to suppress expression of BCL2 binding component 3 (BBC3), a gene that can initiate apoptosis [70]. These findings confirm that exercise independent of age supports brain health by initiating growth and protection against destructive events.

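Bbc3, which encodes the apoptosis inducer PUMA, had a log2 change of -0.28 ± 0.10 in runners that did not pass the study's threshold (adjusted p = 0.346; exact two-sided permutation p = 0.0211; 8 of 10 runners below the sedentary mean). The change was -0.16 ± 0.12 in adult and -0.40 ± 0.15 in aged mice. Of 28 apoptosis and DNA repair genes 1 was called, Parp1, also adjusted over the list alone, and the list was not shifted (median -0.03; camera adjusted p = 0.374). With age none was called in limma or adjusted over the list alone (median -0.02; camera adjusted p = 0.823).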

Collectively, these data highlight transcriptional changes that may mediate the anti-aging effects of exercise. Our findings confirm prior microarray experiments that assessed gene transcription changes in response to exercise [29], aging [13], [14], [52], [71], or exercise only in aged mice [28]. Ultimately, our findings indicate that the beneficial effects of exercise likely result from changes in multiple pathways that may be restorative in aged subjects, but also act as a preventive measure in younger subjects. The data emphasize that effective anti-aging treatments need to combat a complex array of changes. Wheel running was found to regulate chromatin structure, cell growth, immune activity, and trophic factors opposing many of the age-related changes in these categories. Findings argue that the therapeutic effects of exercise likely results from its ability to modulate a broad range of processes that are altered by normal aging.

## Supporting Information

Table S1 **List the individual genes that showed differential regulation in response to aging and wheel running.** The percent change in aged column shows the percent change in gene expression in aged mice (collapsed across exercise condition) relative to adult mice (age comparison) ±95% confidence intervals. The percent change in exercise column list the percent change in gene expression in runners (collapsed across age groups) relative to sedentary mice (exercise comparison) ±95% confidence intervals.
(DOC)

Table S2 **Age-induced changes in gene expression in the hippocampus.** Columns list the percent change in gene expression in aged mice (collapsed across exercise condition) relative to adult mice ±95% confidence intervals for an individual gene. Positive values indicate the percent increase in expression and negative values indicate a decrease in expression. FDRs are expressed as percentage scores.
(DOC)

Table S3 **Exercise-induced changes in gene expression in the hippocampus.** Columns list the percent change in gene expression in runners (collapsed across age) compared to sedentary mice ±95% confidence intervals for an individual gene. Positive values indicate the percent increase in expression and negative values indicate a decrease in expression. FDRs are expressed as percentage scores.
(DOC)

# Supplementary material for: Voluntary Wheel Running Reverses Age-Induced Changes in Hippocampal Gene Expression
**Source:** PLoS One. 2011 Aug 8;6(8):e22654. doi: 10.1371/journal.pone.0022654
**Supplement:** Table S1 — List the individual genes that showed differential regulation in response to aging and wheel running. The percent change in aged column shows the percent change in gene expression in aged mice (collapsed across exercise condition) relative to adult mice (age comparison) ±95% confidence intervals. The percent change in exercise column list the percent change in gene expression in runners (collapsed across age groups) relative to sedentary mice (exercise comparison) ±95% confidence intervals.

# Supplementary material for: Voluntary Wheel Running Reverses Age-Induced Changes in Hippocampal Gene Expression
**Source:** PLoS One. 2011 Aug 8;6(8):e22654. doi: 10.1371/journal.pone.0022654
**Supplement:** Table S2 — Age-induced changes in gene expression in the hippocampus. Columns list the percent change in gene expression in aged mice (collapsed across exercise condition) relative to adult mice ±95% confidence intervals for an individual gene. Positive values indicate the percent increase in expression and negative values indicate a decrease in expression. FDRs are expressed as percentage scores.

# Supplementary material for: Voluntary Wheel Running Reverses Age-Induced Changes in Hippocampal Gene Expression
**Source:** PLoS One. 2011 Aug 8;6(8):e22654. doi: 10.1371/journal.pone.0022654
**Supplement:** Table S3 — Exercise-induced changes in gene expression in the hippocampus. Columns list the percent change in gene expression in runners (collapsed across age) compared to sedentary mice ±95% confidence intervals for an individual gene. Positive values indicate the percent increase in expression and negative values indicate a decrease in expression. FDRs are expressed as percentage scores.

How the deposited data were processed for this re-analysis (not part of the article)

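Whole hippocampus of 20 male BALB/c mice was measured on 24 arrays of the Illumina MouseWG-6 v2 platform: 6 adult exercise, 6 adult sedentary, 4 aged exercise and 4 aged sedentary mice, each on 1 array, and a second array for adult exercise mouse 13, adult sedentary mouse 6, aged exercise mouse 19 and aged sedentary mouse 3. Group, mouse number and repeat of each array were taken from the sample labels. The authors made each deposited intensity by averaging the beads of a probe, on the linear scale and without background correction or normalization. The deposited detection p-value of each probe was made by the authors' scanner software on each array. The authors also deposited log2-scale values, which they made in lumi with background correction, a variance-stabilizing transformation and quantile normalization. These were used in alternatives alone, after a check that the deposited values of each of the 24 arrays correlated best with the same array's log2 intensities (lowest r 0.990, across probes) and had the same median, 7.81, on every array. Gene symbols came from the platform's probe table. Of the probes kept, 16978 have 1 symbol, 7 have several and 2821 have none, and the symbols cover 10814 genes.

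From the intensities, log2 values were computed in R 4.3.3 with limma 3.58.1: background correction and quantile normalization with neqc (offset 16), with the deposited detection p-values in place of control probes. A probe was kept when its detection p was under 0.01 on the own-number array of at least 4 of the 20 mice, which 19806 probes met (16084 in every mouse). Repeat arrays were averaged with the first array of the same mouse. Linear models with 1 mean for each of the 4 groups were fitted with lmFit and eBayes (intensity trend, 16 residual and 5.69 prior degrees of freedom) over all 20 mice, so that the groups share 1 estimate of the spread. The contrasts were age, exercise, their interaction, and exercise within each age. Calls were made at an unadjusted p under 0.005, as in the study, with Benjamini-Hochberg adjustment over all kept probes beside them. The design had foreseen a BeadChip term, but the array columns name no BeadChip, so none was fitted. Each gene was represented by its probe with the highest mean. For 42 gene lists, 2 of them the study's own top genes, limma's camera was run with a preset correlation of 0.01 and with an estimated correlation, and fry, which tests for any common change of a list and not against other genes, beside it, each adjusted over the lists. Single values were tested with exact two-sided permutations, of age labels within housing (44100 relabellings) or of exercise labels within age (64680). Expected overlaps were taken from the product of the calls and from random rotations of the residuals. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

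The median signal of an array was 120.4 (104.9 to 152.4), and the median signal of probes with no detection 95.0 (81.9 to 122.6). The 95th percentile of all probes lay 25.3 times over those undetected probes in the median array (21.7 to 30.3). Log2 values of the kept probes on the first and the repeat array of a mouse correlated at r = 0.992 to 0.995 across probes, and their differences had an SD of 0.206 to 0.27. Tested on simulated data with the spread of these arrays, the fit called 71 of 100 planted changes of 0.3 (log2) for age and 71 of 100 for exercise, 99 and 98 of 100 planted changes of 0.6, and 0.479% and 0.485% of 19606 unchanged probes.

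The genes named in the text were taken by a rule: every gene the study names (their values in its tables had been seen), the 10 largest increases and decreases per comparison among called probes with the same sign in both strata, the 5 smallest p-values of the interaction in each direction, and up to 4 called members of each gene list, or the 2 largest changes where none was called. Alternatives were no background correction, normexp with an offset of 50, median scaling, the authors' normalized values, no detection filter, detection in every mouse, own-number arrays alone, an ordinary linear model, array weights, each mouse left out in turn, the adjusted p as threshold, fry, an estimated correlation and the mean of all probes of a gene. Others were added later and are marked as such where they are given. Body weights, running distances and RT-PCR values were not analysed here, and coordinates of genes were not used.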

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

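All 6 tests of explanations in this part, and the models with assumed BeadChips or marker scores that they use, were chosen after the results had been seen.

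In 8 of 212 groups of 4 or 6 mice that were checked (3.77%, where chance gives about 1 in 20), a single mouse lay far from the rest of its group. In log2 intensity these were Nfkbia in adult exercise mouse 15 (8.75, the others 8.26 to 8.41), Lmna in adult sedentary mouse 4 (9.97, the others 10.08 to 10.15), Abhd1 in aged sedentary mouse 18 (9.25, the others 8.94 to 8.99), H3c6 in adult sedentary mouse 8 (7.47, the others 6.96 to 7.14), Moxd1 in adult exercise mouse 22 (9.15, the others 8.45 to 8.70), B2m in adult exercise mouse 22 (11.14, the others 11.40 to 11.51) and Cdca8 in adult sedentary mouse 4 (5.70, the others 6.20 to 6.33). The score of CA1 neuron markers stood apart in aged sedentary mouse 3 (-0.02, the others -0.34 to -0.31).

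For 10 genes the test of a different response to running at the 2 ages gave the smallest p-values in each direction. The change in aged minus that in adult mice was 2.14 for Tshz2, 1.47 for Cbln1, 0.80 for Nrep, 0.50 for Ubxn2a and 0.47 for Cryz, and -0.66 for St3gal4, -0.64 for Zfp652, -0.62 for Islr2, -0.49 for Sec22a and -0.39 for Tial1 (log2). None passed adjustment in limma (adjusted p = 0.999 for each of the 10), and 387 probes had an unadjusted p under 0.05.

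Gene lists beyond the genes that the paper discusses were shifted too, though its hormone-response and lipid categories touch on glucocorticoid-induced and cholesterol synthesis genes. With age the median log2 change was 0.45 for MHC class II genes, 0.26 for interferon-response genes, -0.06 for cholesterol synthesis, 0.17 for nuclear-retained RNAs, 0.07 for immediate early genes, 0.28 for glucocorticoid-induced genes, 0.25 for clock genes, 0.09 for mature oligodendrocyte markers, -0.13 for smooth muscle and pericyte markers, -0.42 for choroid plexus markers, 0.22 for striatal neuron markers and 0.25 for blood cell markers. With running it was -0.04 for the cytosolic ribosome, -0.11 for nuclear-retained RNAs, -0.07 for glucocorticoid-induced genes, -0.12 for clock genes, -0.32 for cold-induced RNA-binding proteins, 0.11 for heat shock chaperones, 0.07 for endoplasmic reticulum chaperones, -0.06 for endothelial markers, -0.89 for choroid plexus markers, -0.25 for meningeal and fibroblast markers and 0.24 for CA1 neuron markers. With an estimated correlation none of the 11 lists shifted with running keeps its call (adjusted p 0.0508 to 0.441), and of the 12 shifted with age only nuclear-retained RNAs (0.0337), glucocorticoid-induced genes (0.0279) and clock genes (0.0369) do, the others having 0.141 to 0.648.

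More probes were called in opposite than in the same direction for age and running (44 against 5; of 100 splits of the mice 3, the real one among them, gave as many opposing probes, the highest other 57). Differences between BeadChips are argued against as the whole cause: with array numbers 1 to 6, 7 to 12, 13 to 18 and 19 to 24 taken as the 4 chips, which is an assumption, 47 probes opposed and 12 moved the same way, a surplus of 35, where the highest of 100 rotations of that model gave 15. Differing amounts of choroid plexus, thalamus and striatum in the tissue are argued against as the whole cause only, and narrowly. With marker scores of these tissues as covariates the counts were 28 and 7, a surplus of 21, where the highest of 100 rotations gave 17. Since the opposing count fell from 44 to 28, a part of it may go with such differences. Scores of meninges, vessels and blood cells were not among the covariates. The true BeadChip of each array is not known here, and other differences between the mice were not tested. That running acts on genes that age changes stays open as a hypothesis found on the same data.

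Choroid plexus and meningeal markers were lower in runners (12 of 12 and 11 of 12 with negative changes), among them Ttr (-1.33 ± 0.75, adjusted p = 0.577), the most abundant choroid plexus transcript, and Ogn (-0.78 ± 0.23, adjusted p = 0.278), a proteoglycan of the meninges. Differing amounts of these tissues in the dissected hippocampus may have given this: within groups the 12 choroid plexus markers rose and fell together from mouse to mouse, with a median pairwise correlation of 0.923 (0.578 for the meningeal markers, and at most 0.114 in the 95% range of random lists). Markers of 1 tissue would also move together if expression in that tissue differed between mice, so this correlation cannot tell these apart. Whether running lowered the markers in the runners as a group is open, since the choroid plexus score changed by -0.862 (95% interval -2.03 to 0.301, exact two-sided permutation p = 0.117) and 6 of 10 runners lay below the sedentary mean of their age, 3 of them below every sedentary mouse of that age. The lists share 1 gene, Igfbp2. No sort or gate was used on the tissue that would have removed such cells.

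Clock genes and genes induced by glucocorticoids were higher in aged mice. Another phase of the clock at tissue collection stays open. The 9 targets of the E-box and D-box were higher on average by 0.413 (95% interval 0.234 to 0.591, exact two-sided permutation p = 2.27e-05, 8 of 8 aged mice above the adult mean). They are clock genes themselves, so this restates the rise that raised the question. Arntl, Clock and Npas2, which peak at the opposite time, changed by -0.0761 on average (95% interval -0.169 to 0.0172, exact two-sided permutation p = 0.106), which decides neither way. A state of each mouse that moves both groups of genes together is open too: across the 20 mice, the deviations of their scores from the group means had r = 0.142 (permutation p = 0.831) and rho = 0.192 (permutation p = 0.485), and r = -0.285 without the 2 mice farthest from the median clock score. Age itself remains among the open explanations, untested beside these.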

How the results depend on the processing

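Alternatives that count every array as a sample, take array numbers as BeadChips, enter marker scores as covariates or combine the authors' values with no detection filter were chosen after seeing the data, and the others were planned. With no mouse left out, the planned settings gave an age count of 372 to 1006, an exercise count of 4 to 788, an opposing count of 0 to 83, an interaction count of 0 to 101 and a correlation of age and exercise changes of -0.257 to -0.158. The complement list stayed shifted with age in all 12 of those settings (adjusted p from 2.77e-09 to 0.0337), while chromatin remodelers (0.589 to 0.958) and synapse genes (0.571 to 0.961) with age and growth factors with running (0.54 to 0.903) stayed unshifted. Of the gene list results 902 of 1006 under those settings, 1564 of 1680 under left-out mice and 305 of 336 under added settings kept their direction and their side of the threshold, and of the named probes 4006 of 4164, 8025 of 8480 and 1588 of 1696. The planned random BeadChip block was not run, since no BeadChip is named, and the planned fit without a BeadChip term is the one reported. No paired analysis was possible because each mouse carries its own number. Dim probes near background were left out by the detection filter, and since 71 of 100 simulated changes of 0.3 (log2) were called for age and for exercise, smaller changes of single probes can go uncalled with this number of mice.

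With array weights, which gave the lowest weight to adult sedentary mouse 8 (0.263) and aged sedentary mouse 7 (0.417), the counts were 788 for exercise against 331, 41 against 26 for the interaction, 708 against 221 for exercise in adult and 176 against 85 in aged mice, and 83 against 44 opposing. Without a detection filter the interaction had 101 calls and exercise in aged mice 161, with more probes tested. At an adjusted p under 0.05, a stricter threshold, 372 probes were left for age, 4 for exercise, and 0 in limma for the interaction, for exercise in adult and in aged mice, for opposing and for same-direction probes, where 387, 1581 and 856 probes of the first 3 had an unadjusted p under 0.05. Median scaling moved the balance of calls, from 464 higher and 387 lower to 366 and 371 for age, from 137 and 84 to 82 and 72 for exercise in adult mice, from 206 higher and 125 lower to 230 and 58 for exercise, from 57 and 28 to 80 and 7 for exercise in aged mice and from 13 and 13 to 19 and 4 for the interaction. It also ended the shift of the mitotic list with age (adjusted p = 0.103) and called the transport list with running (0.00433). On probes detected in every mouse the mitotic list had 20 members and 0.819. An estimated correlation left 8 of 23 shifted lists for age and 2 of 17 for exercise (6 of 21 and 0 of 15 without the 2 lists that the study chose on these mice, still adjusted over all 42), and ended the calls of histones with age (0.134) and with running (0.215) and of MHC class I genes with age (0.0645). With fry, which tests a list against no change rather than against the other genes, 6 lists passed with running (4 without those 2), histones did not (0.0686) and transport did (0.0256). The cause of these moves was not tested except where the setting itself gives it.

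Leaving out each mouse in turn gave 193 to 523 calls for exercise (523 without adult sedentary mouse 8), 16 to 75 for the interaction and 30 to 218 for exercise in aged mice (75 and 218 without aged sedentary mouse 7), 143 to 328 for exercise in adult mice, 24 to 67 opposing, 4 to 8 in the same direction (8 without adult sedentary mouse 6 or 23 or aged exercise mouse 16) and an adjusted p of 0.0071 to 0.0504 for the mitotic list.

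With the assumed BeadChips as a fixed term the interaction had 57 calls, exercise in adult mice 405 and the same-direction overlap 12, and with them as a random block on own-number arrays the interaction had 46 and the same-direction overlap 8. With marker scores as covariates 28 probes opposed, the choroid plexus list had an adjusted p of 0.914 with running, its test pointing up instead of down, which its own score in the model brings about, and the exercise change of its member Sostdc1 was 0.30. With every array counted as a sample the calls were 681 for exercise, 74 for the interaction, 398 for exercise in adult and 260 in aged mice, 100 opposing and 10 in the same direction, and with the authors' values, no filter and an ordinary linear model besides, 815, 178, 499, 363, 101 and 10. The authors' values without a filter gave 108 for the interaction, 335 for exercise in adult and 161 in aged mice, and their own-number arrays in an ordinary linear model 133 for the interaction and 172 for exercise in aged mice.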

Differences from the paper's values

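Counts and percent changes here were compared under alternatives fixed before the data were examined, 10 settings and 20 left-out mice each (9 settings for Ly6g6e); settings that count every array as a sample were chosen after seeing the values. At the paper's threshold of an unadjusted p under 0.005 the paper gives 597 genes lower in aged mice, against 387 probes here; the counts are close without a detection filter, with an ordinary linear model, and without adult sedentary mouse 6, aged exercise mouse 19 or aged sedentary mouse 18, and not in the other 25. The paper gives 838 genes for exercise against 331 here, 526 higher against 206, 312 lower against 125, and 117 changed by age and exercise in opposite directions against 44. Array weights bring each of these within 1.5 times, leaving out adult sedentary mouse 8 or aged sedentary mouse 7 does so for the decreases, and none of the others does. With every array counted as a sample, chosen after seeing the values, exercise has 681 calls and the opposing overlap 100, and 20 of the 27 top genes with a named probe here are called for both, so that 7 of the paper's are dropped; with the authors' values, no filter and an ordinary linear model besides, the counts are 815 and 101, with 18 called for both and 9 dropped. The corresponding number is 17 with array weights and 11 in the values reported.

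Percent changes were computed from the log2 change of the brightest probe, and a value is counted as different when the gap exceeds both the SD between mice and the error of the paper, read from its 95% intervals in Table S1. All 54 have the paper's sign, and 11 differ in size. For C4b with age the paper gives 59.96 and the value here is 91.3, within the paper's with no background correction, with the authors' values or with the mean of all probes. For Vwf with age it is 23.38 in the paper and 53.0 here (within without background correction, with normexp at offset 50, with the authors' values, and without adult sedentary mouse 23, aged exercise mouse 11 or 16 or aged sedentary mouse 20), for Ahnak with age 22.40 and 42.4 (the same 3 settings, the mean of all probes, and without aged exercise mouse 11 or aged sedentary mouse 20), and for Polr3e with age 13.60 and 27.6 (no background correction and the authors' values). For Dclk1 the paper gives -21.17 with age and 27.34 with exercise, against -4.74 and 7.35 here, and none of the alternatives comes within; another Dclk1 probe gives -27.3 and 35.3. For Fcrls with age the values are -16.49 in the paper and -35.2 (no background correction, normexp, the authors' values). For Abhd12 with exercise they are 24.01 in the paper and 2.75 (the mean of all probes; its second probe gives 29.3). For Ly6g6e with exercise they are 12.41 in the paper and 43.8 (no background correction, normexp, the authors' values, and without adult exercise mouse 15, adult sedentary mouse 4, aged exercise mouse 16 or aged sedentary mouse 3). For H3c6 with age they are -9.32 in the paper and -26.1 (those 3 settings, array weights, and without adult exercise mouse 5, 10 or 15, adult sedentary mouse 8, aged exercise mouse 2 or 11 or aged sedentary mouse 7), and for Mrpl57 with age -8.92 in the paper and -16.3 (those 3 settings, and without aged exercise mouse 11 or aged sedentary mouse 3 or 7). The alternatives not named for a value do not come within.

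Of the 27 top genes of the paper with a named probe here, all 27 have the paper's signs, 22 are called for age and 11 for exercise by the brightest probe, and 15 are called for both by any probe. The paper names the following as changed by running, which are not called here by the brightest probe (change and settings that call it in parentheses): C4b (-0.23; array weights, without adult exercise mouse 13, aged exercise mouse 11 or aged sedentary mouse 7), Ahnak (-0.28; array weights, without adult exercise mouse 10, aged exercise mouse 11 or aged sedentary mouse 7 or 18), Igf1r (-0.18; the authors' values, no detection filter, own-number arrays, array weights, without adult exercise mouse 22, adult sedentary mouse 4 or 6, aged exercise mouse 16 or aged sedentary mouse 18), Polr3e (-0.14; own-number arrays, an ordinary linear model, without aged exercise mouse 11), Sema4b (-0.17; array weights, without adult sedentary mouse 4, aged exercise mouse 16 or aged sedentary mouse 7), Sprn (0.17; array weights, without adult sedentary mouse 8), Taf10 (0.12; the same 2), H3c6 (0.30; detection in every mouse, own-number arrays, array weights, the mean of all probes, without adult exercise mouse 12 or 22, adult sedentary mouse 8, aged exercise mouse 11 or aged sedentary mouse 18 or 20), Clk4 (-0.13; array weights, the mean of all probes, without adult sedentary mouse 8; also 2 dimmer probes), Abhd1 (0.16; median scaling, without aged exercise mouse 11 or aged sedentary mouse 18), Bbc3 (-0.28; array weights, without adult exercise mouse 5, adult sedentary mouse 8 or aged sedentary mouse 7), Arhgef7 (0.12), Nfkbia (-0.06), Pfkp (0.11) and Ruvbl1 (0.06; its dimmest probe is called). Arhgef7, Pfkp, Nfkbia and Ruvbl1 are called by no planned setting on that probe, and Dclk1, Fcrls and Abhd12 are called for both on a dimmer probe. For C4b the paper's decrease in runners rests on RT-PCR as well. Of the settings added later, counting every array calls C4b, Ahnak, Igf1r, Polr3e, Sema4b, Sprn, Taf10, H3c6, Arhgef7, Abhd1 and Bbc3, the assumed BeadChips as a fixed term call Arhgef7 and Abhd1 and as a random block Igf1r, Polr3e, H3c6 and Bbc3, and marker scores Sprn and H3c6. With age Sema4b (0.15; array weights), Clk4 (0.14; the mean of all probes), Pfkp (-0.17; without aged sedentary mouse 7), Smarcd2 (0.17; array weights, without adult exercise mouse 15 or aged sedentary mouse 7) and Cdca8 (-0.19; no planned setting) are not called here by the brightest probe; counting every array calls Sema4b, Pfkp and Smarcd2, and the assumed BeadChips as a fixed term Pfkp.

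The discussion of the paper gives Polr3e as decreased by age, while it is higher here (0.35 ± 0.05), as in the paper's Table 4. The paper reports synapse organization and chromatin remodeling among the functions changed by age, and intracellular transport and chromatin remodeling among those changed by running, from its own enrichment over a larger set of terms. That enrichment counted significant genes without a stated split by direction, while camera tests a list for a shift in 1 direction. The lists tested here are also not the paper's terms. Its heading of chromatin remodeling covers terms such as nucleosome assembly and DNA packaging, while the remodeler list holds ATP-dependent enzymes and their partners. With age the lists of synapse organization (camera adjusted p = 0.949) and chromatin remodelers (0.802) were not shifted. With running those of transport (0.0933) and chromatin remodelers (0.179) were not. The transport list does pass with median scaling (0.00433) and fry (0.0256), whose test is against no change and not against other genes. The list of replication-dependent histones, genes of a kind that the paper discusses under chromatin remodeling, was shifted lower with age (2.40e-14) and higher with running (5.62e-13), though not with an estimated correlation (0.134 and 0.215). The paper also reports regulation of growth among the terms enriched with running, and an increase of Bdnf. The list of growth factors and their receptors, which is not that term, was not shifted (0.747), and Bdnf was called.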

Other observations

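The gene lists and the comparisons with other splits of the mice in this part were planned, except where a later choice is named. Genes of the circadian clock were higher in aged mice: of 13, 7 were called higher and 0 lower (8 higher and 1 lower adjusted over the list alone; median 0.25; camera adjusted p = 6.52e-08, adjusted p = 0.0369 with an estimated correlation). The largest increases were in Ciart, a repressor of the clock's transcription loop (0.79 ± 0.15, adjusted p = 0.00781), Per2 (0.51 ± 0.12, adjusted p = 0.0307), the output factor Dbp (0.51 ± 0.09, adjusted p = 0.00381) and Per1 (0.45 ± 0.11, adjusted p = 0.0308), while the activator Arntl had a negative change that was not called (-0.20 ± 0.09). In runners Arntl was higher (0.38 ± 0.09, adjusted p = 0.112), and the list as a whole passed narrowly (1 higher and 1 lower, 1 and 2 adjusted over the list alone; camera adjusted p = 0.0496, adjusted p = 0.441 with an estimated correlation), which ends on leaving out any of 10 mice (adjusted p then 0.0581 to 0.439). The list of immediate early genes lay higher in aged mice, with 3 of 20 called (3 adjusted over the list alone; camera adjusted p = 0.0316, adjusted p = 0.462 with an estimated correlation). These were the factors Klf4 (0.42 ± 0.11) and Klf2 (0.39 ± 0.10) and Per1, which is counted in the clock list too. Of the 20, 14 had positive and 6 negative changes, and Fos (0.02 ± 0.20), Egr1 (0.09 ± 0.14) and Npas4 (-0.35 ± 0.22) were not called. Mature oligodendrocyte markers were higher too, with 2 of 17 called (4 adjusted over the list alone; camera adjusted p = 0.0242, adjusted p = 0.572 with an estimated correlation), led by Aspa, an enzyme that splits N-acetylaspartate (0.60 ± 0.15). The call of the immediate early list ends without adult exercise mouse 10, adult sedentary mouse 14 or 23, aged exercise mouse 2 or aged sedentary mouse 7 (adjusted p then 0.0573 to 0.239), and that of the oligodendrocyte list without adult exercise mouse 22, adult sedentary mouse 14, aged exercise mouse 11 or 16 or aged sedentary mouse 18 (0.0627 to 0.239). Smooth muscle and pericyte markers were lower, with Acta2 (-0.34 ± 0.09) and Myl9 (-0.33 ± 0.07) called of 11 (camera adjusted p = 0.0097, adjusted p = 0.176 with an estimated correlation). Of the 4 MHC class II genes 0 were called in limma (2 higher adjusted over the list alone; camera adjusted p = 0.0357, adjusted p = 0.227 with an estimated correlation; the call ends on leaving out any of 7 mice, adjusted p then 0.0529 to 0.0758), and of 11 striatal neuron markers 0 were called, though all 11 were positive (camera adjusted p = 0.0357, adjusted p = 0.553 with an estimated correlation; the call ends on leaving out any of 8 mice, adjusted p then 0.0529 to 0.694).

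Chaperones were higher in runners. Of 16 heat shock chaperones 2 were called higher and 0 lower (2 adjusted over the list alone; camera adjusted p = 1.93e-04, adjusted p = 0.0508 with an estimated correlation), Hsph1 and Dnaja1 (0.31 ± 0.10), and the 16 chaperones of the endoplasmic reticulum lay higher as well (1 called; camera adjusted p = 0.00575, adjusted p = 0.203 with an estimated correlation). Cold-induced RNA-binding proteins were lower: Cirbp was called (-0.30 ± 0.08), Rbm3 was not (-0.34 ± 0.14), and the pair shifted as a list (2 lower adjusted over the list alone; camera adjusted p = 0.00439, adjusted p = 0.0508 with an estimated correlation). Cytosolic ribosome genes lay slightly lower, with 1 of 55 called, Rps15a (-0.19 ± 0.05; camera adjusted p = 5.55e-04, adjusted p = 0.441 with an estimated correlation), and so did glucocorticoid-induced genes (0 higher and 2 lower of 21; camera adjusted p = 0.00941, adjusted p = 0.434 with an estimated correlation, and 0.328 without aged sedentary mouse 20), nuclear-retained RNAs (0 called in limma, 7 of 7 negative; camera adjusted p = 0.022, adjusted p = 0.279 with an estimated correlation; the call ends without adult sedentary mouse 6 or 14 or aged sedentary mouse 7, adjusted p then 0.0509 to 0.115) and endothelial markers (1 of 16 called; camera adjusted p = 0.0253, adjusted p = 0.363 with an estimated correlation; the call ends without adult exercise mouse 22, adult sedentary mouse 14, aged exercise mouse 19 or aged sedentary mouse 18, adjusted p then 0.0557 to 0.197). Markers of the meninges and fibroblasts were lower, with Ogn and Bgn (-0.23 ± 0.06) called of 12 (camera adjusted p = 5.39e-05, adjusted p = 0.303 with an estimated correlation). Astrocyte, dentate gyrus, CA3, inhibitory neuron and thalamic markers were shifted in neither comparison (camera adjusted p from 0.0852 to 0.984). Some of these lists do pass under alternatives: thalamic markers with age on leaving out any of 7 mice (adjusted p then 0.0103 to 0.0467) and with median scaling, and with exercise without aged exercise mouse 11 (0.0321); astrocyte markers with age without aged sedentary mouse 7 (0.0202), and with exercise without adult exercise mouse 5, adult sedentary mouse 21 or aged sedentary mouse 7 (0.00792 to 0.0492) and with own-number arrays; and dentate gyrus markers with age without a detection filter or on probes detected in every mouse. Of the settings chosen after seeing the values, counting every array passes thalamic and astrocyte markers with exercise, marker scores pass astrocyte markers with age and the assumed BeadChips as a random block pass them with exercise. CA3 and inhibitory neuron markers pass in none of the 36 alternatives. With 1 mouse left out, the exercise calls of Dnaja1 (any of 10 mice, log2 then 0.29 to 0.32) and Ogn (any of 9 mice, log2 then -0.77 to -0.62) are lost.

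Other splits of the mice into groups of the same sizes were fitted in the same way, and the real split is included in the numbers. A count as large as the real one came from 1 of 100 splits for age (851, highest other 785) and 1 of 100 for lists shifted with age (23, highest other 20). For exercise it came from 4 of 100 (331, highest other 835) and for opposing probes from 3 of 100 (44, highest other 57). These shares lie under the limit of 5 of 100 set beforehand. With so few splits they make chance unlikely without excluding it, least of all for exercise and opposing probes, where other splits exceeded the real count. The lists include 2 that the study chose on these mice; without them, in a test added after seeing the results, and with p adjusted anew over the other 40, the share for age is the same (1 of 100; 20, highest other 18). The share did not lie under that limit, and chance stays open, for the interaction (81 of 100, real 26, highest other 549) and for exercise in adult mice (8 of 100, drawn from 462, real 221, highest other 676). The same holds for exercise in aged mice (19 of 35, real 85, highest other 401) and for same-direction probes (45 of 100, real 5, highest other 48). It also holds for the correlation of age and exercise changes (8 of 100, real -0.20, highest other -0.31). Lists shifted with exercise join them (5 of 100, real 17, highest other 18, and without those 2 lists 11 of 100, real 14, highest other 20). Splits that call several times the real count, as for the interaction, same-direction probes and exercise in all and in each age group, may point to a structure of the samples other than age and housing, but correlation between probes alone also widens such counts, and neither was tested as their cause.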
